# Simultaneous STING and lymphotoxin-β receptor activation induces B cell responses in tertiary lymphoid structures to potentiate antitumor immunity

**DOI:** 10.1038/s41590-025-02259-8

**Published:** 2025-09-02

**Authors:** Junko Sawada, Yasuhiro Kikuchi, Maxwell Duah, Jose Luis Herrera, Fumiaki Kanamori, Krisztian Csomos, Tomoko Stansel, Nobuyoshi Hiraoka, Masayuki Yoshida, Jolan Walter, Carl F. Ware, Masanobu Komatsu

**Keywords:** Tumour immunology, Cancer immunotherapy

## Abstract

B cell-rich tertiary lymphoid structures (TLS) are associated with favorable prognosis and positive response to immunotherapy in cancer. Here we show that simultaneous activation of innate immune effectors, STING and lymphotoxin-β receptor (LTβR), results in CD8^+^ T cell-dependent tumor suppression while inducing high endothelial venule development and germinal center-like B cell responses in tumors to generate functional TLS in a T cell-dependent manner. In a neoadjuvant setting, activation of STING and LTβR by their agonists effectively immunized mice against tumor recurrence, leading to long-term survival. STING activation alone was insufficient for inducing B cell-containing TLS or eliciting long-term therapeutic effects. However, when combined with LTβR activation, it improved the fitness of TLS with B cell expansion and maturation to IgG-producing long-lived plasma cells and memory cells, increased CD4^+^ T cell recruitment and memory CD8^+^ T cell expansion, and shifted the T_H_2/T_H_17 balance, resulting in the potentiation of humoral and cellular immunity against tumors. These findings suggest a therapeutic approach of simultaneously activating STING and lymphotoxin pathways.

## Abstract (web summary)

Sawada et al. show simultaneous activation of the STING and lymphotoxin beta receptor signaling induces B cell-activating germinal center responses within tumor environment and enhances antitumor responses.

## Main

The tumor microenvironment has a profound influence on the response to cancer therapy. TLS are often observed in lymphocyte-infiltrated ‘immune hot’ tumors. TLS are formed at the sites of chronic inflammation and resemble the secondary follicles of lymph nodes. These structures are composed of dense clusters of B cells containing follicular helper T (T_FH_) cells and follicular dendritic cells and surrounded by CD4^+^ and CD8^+^ T cells. TLS are typically found associated with high endothelial venules (HEVs), which are blood vessels normally found in the lymph nodes, to recruit naive B cells and T cells from the circulation^1–3^. Thus, TLS resemble germinal centers of inflamed lymph nodes, and they are believed to be active sites for lymphocyte stimulation by antigens for the selection, proliferation and maturation of effector B cells that produce high-affinity antibodies^4–6^. Acting locally within tumors, tumor-associated TLS may be central to the development of adaptive immunity against tumors, with direct access to tumor antigens^4–6^. TLS have been observed in various types of cancer, including melanoma, lung cancer, breast cancer and pancreatic cancer^5,7–10^, as well as rare cancer types such as rhabdomyosarcoma^11^. The high density of intratumoral TLS shows a positive correlation with patient survival^5,7–10^. The clinical evidence supports the importance of TLS for patients’ high response rate to immune checkpoint inhibition therapy^8–10^ and conventional chemotherapy^5–7^. These clinical studies indicated that the presence of abundant B cells associated with TLS is the most important prognostic factor in predicting patient survival, suggesting a vital role of intratumoral B cells in antitumor immunity^8–10^. Pharmacologic/biologic agents to promote the development of lymph node-like B cell germinal centers in TLS may provide an effective treatment for therapy-resistant cancers.

The normal development of lymphoid organs such as lymph nodes and Peyer’s patches requires LTβR signaling^12–16^. LTβR provides differentiation signals to lymphoid stromal cells, forming an effective architecture that promotes efficient immune responses^17–21^. LTβR signaling is essential for the development of HEVs, which serve as the gateway for lymphocytes to enter the lymphoid organs^22^. LTβR is also required for chemokine secretion, which recruits and organizes B lymphocytes and T lymphocytes and antigen-presenting dendritic cells into germinal centers. Activation of LTβR by its ligand LIGHT or agonistic antibodies has been shown to increase HEV formation and B lymphocyte and T lymphocyte infiltration into tumors^23–28^. However, the formation of mature TLS with germinal center responses was not demonstrated in previous studies. LTβR pathway may require cooperation with innate receptor signals to form mature TLS. The stimulator of interferon genes (STING) is an intracellular danger signal sensor responsible for the induction of type-I interferon (IFN)-stimulated genes, hence providing a crucial bridge between innate and adaptive immunity^29,30^. Spontaneous or chemotherapy-induced tumor cell death produces cyclic GAMP (cGAMP), an activating ligand for STING, which induces IFN and inflammatory cytokine responses in the tumor microenvironment^31,32^. A previous study showed that intratumoral administration of STING agonist ADU-S100 induced the formation of lymphoid aggregates composed of CD3^+^ T cells and dendritic cells in subcutaneous mouse melanoma^33^. However, these lymphoid structures lacked germinal center-like B cell clusters characteristic to TLS, demonstrating that STING activation alone is insufficient for promoting the development of functional TLS^33^. To date, there have been no reports of therapeutic induction of TLS in patients’ tumors in clinical trials of STING agonists or other cancer therapeutics. The impact of innate immune activation and engagement of the adaptive immune system in the cascade of mechanisms required for the intratumoral TLS formation has yet to be fully explored. Our approach here focuses on defining the relationship of LTβR and STING in inducing functional TLS and antitumor immune responses.

## Results

### Microenvironmental cues associated with TLS

Previously, we conducted a transcriptome analysis of tumor vasculature in human breast cancer, which identified several genes differentially expressed between the endothelium of tumors rich in TLS and those tumors lacking TLS^34^. The differences in gene expression patterns are likely caused by the exposure of endothelial cells to different environmental cues in TLS-rich tumors versus TLS-free tumors. We reasoned the differentially regulated signaling pathways in endothelial cells may identify the nature of these environmental cues. Based on this idea, we performed an upstream prediction analysis of these gene sets using the ingenuity pathway analysis program. Our assessment identified transcripts of type-I IFN and other signaling molecules involved in inflammation and innate immunity, including tumor necrosis factor (TNF), Toll-like receptor 7 (TLR7), TLR9 and lymphotoxin-β (LTβ; Extended Data Fig. 1). Also identified were regulators of B cell recruitment, activation and differentiation as well as generation/maintenance of T_FH_ cells and germinal center development, such as CXCL13, CD40L, interleukin (IL)-21 and IL-21R, consistent with the development of TLS (Extended Data Fig. 1). The involvement of LTβ and genes responding to LTβR signaling, such as *CXCL13*, suggest an active role of the LTβ–LTβR pathway in tumor-associated endothelium and lymphoid organogenesis as previously reported^12–16,23–28^. The involvement of type-I IFN suggests both innate and adaptive immune pathways are active in the tumor microenvironment.

### Drug induction of tumor-associated TLS

Based on these findings, we administered STING agonist ADU-S100 (cGAMP analog) and LTβR agonistic antibody (4H8) to tumor-bearing mice to examine whether activation of STING and LTβR pathways will induce TLS formation in TLS-free tumors by reproducing the microenvironment of TLS-rich tumors. For this study, we treated C57BL/6 mice bearing subcutaneous syngeneic tumors derived from *Kras*^*LSL.G12D/+*^*Trp53*^*LSL.R172H/+*^*Pdx1*-Cre mice (hereafter KPC tumors)^35^. These mice were treated with STING agonist alone, LTβR agonist alone or the two agonists in combination when tumors reached approximately 100 mm^3^ in volume. The STING agonist was administered once via intratumoral injection at 2 μg per tumor (day 0), and 100 μg anti-LTβR was administered intraperitoneally every 3–4 days, for a total of four times until day 10. Untreated mice or mice treated with the STING agonist rarely generated lymphoid aggregates in their tumors (Extended Data Fig. 2a). In comparison, mice treated with the LTβR agonist monoclonal antibody or in combination with the STING agonist induced numerous TLS that resembled human cancer TLS composed of dense clusters of B cells surrounded by CD3^+^ T cells and HEV vessels (Fig. 1a–c and Extended Data Fig. 2a,b). All mice in these two treatment groups developed TLS. The majority of B cells in these tumors were found in dense clusters as TLS unlike T cells, which were found in high density around TLS but also observed broadly throughout the tumor area. Many of these B cells expressed the germinal center B cell marker Bcl6 (Fig. 1d) and were in a proliferative state as indicated by Ki-67 staining (Fig. 1e). These lymphoid structures were also positive for follicular markers CD21 and CD23 (Fig. 1f and Extended Data Fig. 2c–e) and contained Bcl6^+^CD4^+^ T_FH_ cells (Fig. 1d), which are all characteristics of mature TLS in human cancers, distinct from immature lymphocyte aggregates^4,8^. Notably, neither TLS nor HEVs developed in T cell-deficient nude mice that were treated with agonist combination therapy, and B cell infiltration was extremely rare (Fig. 1g). We depleted CD4^+^ or CD8^+^ T cells individually or together in wild-type animals to further investigate the role of T cells (Extended Data Fig. 3a,b). This study showed that both CD4^+^ T cells and CD8^+^ T cells are essential to TLS formation. The depletion of either CD4^+^ T cells or CD8^+^ T cells nearly abrogated TLS formation (Fig. 1h,i). Interestingly, CD4^+^ T cell depletion did not affect HEV formation while CD8^+^ T cell depletion abrogated HEVs, indicating that the HEV formation alone does not promote TLS development in the absence of CD4^+^ T cells. Depletion of both T cell subsets completely abrogated TLS and HEV formations confirming the result of the nude mouse study (Fig. 1g–i). These observations demonstrate the essential role of T cells in creating the immune landscape supportive of antitumor B cell responses in the form of TLS. TLS did not develop upon combination therapy in B cell-deficient CD79a knockout mice as expected (Fig. 1h,i and Extended Data Fig. 3c). Interestingly, HEVs developed in these mice but at a considerably reduced density, indicating that B cells are also crucial for HEV formation (Fig. 1h,i).

**Fig. 1:**
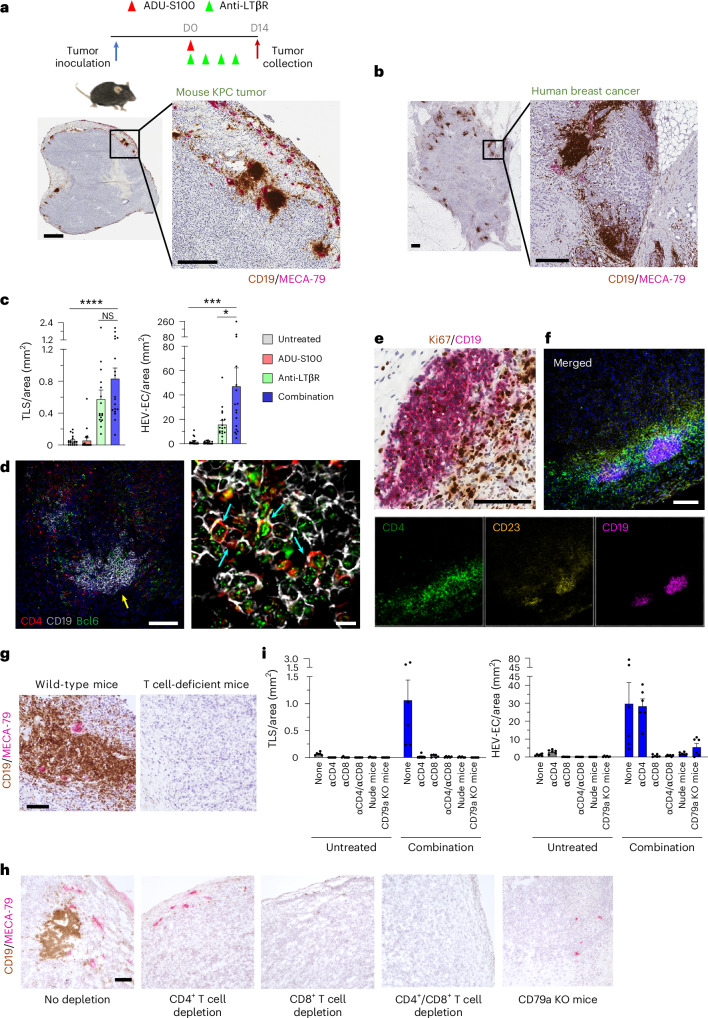
Drug induction of TLS and HEVs in subcutaneous tumors. **a**, STING agonist ADU-S100 (2 μg intratumoral) and/or anti-LTβR agonistic antibody (100 μg, intraperitoneal (i.p.)) were administered to mice bearing subcutaneous KPC tumors as monotherapy or in combination as indicated. Immunohistochemistry of B cells (CD19, brown) and HEVs (MECA-79, magenta) shows numerous TLS induced by combination therapy (day 14). Scale bars, 1 mm (low magnification) and 100 μm (high magnification). **b**, CD19 and MECA-79 staining of TLS-rich human breast adenocarcinoma for comparison. Scale bars, 1 mm (low magnification) and 100 μm (high magnification). **c**, KPC tumor sections of different treatment groups were stained for CD19 and MECA-79, scanned for the whole tumor area, and the number of TLS and HEV endothelial cells (HEV-ECs) were quantified per tumor area (mm^2^) by Halo image analyses. The results of two independent experiments were combined to generate the graphs. A total of *N* = 17–19 tumors were analyzed. *P < 0.05, ***P < 0.001, ****P < 0.0001. **d**, Left: immunofluorescence confocal image (*z*-stack) of TLS induced by combination therapy. Scale bar, 100 μm. Right: the TLS area indicated by the arrow in the left image is shown in higher magnification (three-dimensional confocal image). Scale bar, 10 μm. Nuclear staining of germinal center/follicular cell transcription factor Bcl6 (green) is surrounded by B cell surface marker CD19 (white) or helper T cell marker CD4 (red), indicating germinal center B cells or T_FH_ cells, respectively. Arrows indicate T_FH_ cells found among the dense B cell cluster, demonstrating the intimate interaction between the T_FH_ cell surface (red) and the B cell surface (white). **e**, Proliferating B cells were detected in TLS by Ki-67 and CD19 double staining. Scale bar, 100 μm. **f**, Triple immunofluorescence staining of LTβR monotherapy-induced TLS for CD4, CD19 and CD23 (a follicular cell marker) shown in merged and individual color channels. Blue, DAPI. Scale bar, 100 μm. **g**, Combination therapy on KPC tumors grown in wild-type or T cell-deficient nude mice (C57BL/6 background) demonstrating that neither TLS nor HEVs formed in tumors in the absence of T cells. A representative image of 16 tumors is shown for each genotype. Scale bar, 100 μm. **h**, CD4^+^ T cells and/or CD8^+^ T cells are depleted in wild-type mice by i.p. injection of depleting antibodies one or two days before KPC tumor inoculation as described in Extended Data Fig. 3a. Isotype IgG was injected for the no-depletion control group. Alternatively, KPC tumors were grown in B cell-deficient CD79a knockout mice and treated as shown in **a**. The development of TLS and HEVs was studied in these mice after combination therapy. A representative image of six tumors is shown for each group. Scale bar, 100 μm. **i**, The number of TLS and HEV-ECs were quantified per tumor area (mm^2^). *N* = 6. *P* < 0.0001. Representatives of at least three independent experiments are shown in **d**–**f**. Data are presented as the mean ± s.e.m. and analyzed using one-way analysis of variance (ANOVA) with Tukey’s test for statistical significance. All replicates represent biological replicates. NS, not significant.

In wild-type mice, TLS and HEV formation was also observed in orthotopic KPC tumors grown in the pancreas (Fig. 2a) and in orthotopic Py230 (MMTV-PyMT) mammary tumors (Fig. 2b) as well as in ‘immune cold’ orthotopic 76-9 rhabdomyosarcoma grown in the calf muscle upon combination therapy (Fig. 2c). Either LTβR monotherapy or combination therapy induced TLS in KPC and Py230 tumors (Figs. 1c and 2b). In comparison, combination therapy with repeated administration of STING agonist was necessary for TLS development in rhabdomyosarcomas, suggesting the importance of STING activation for TLS induction in ‘immune cold’ tumors (Fig. 2c).

**Fig. 2:**
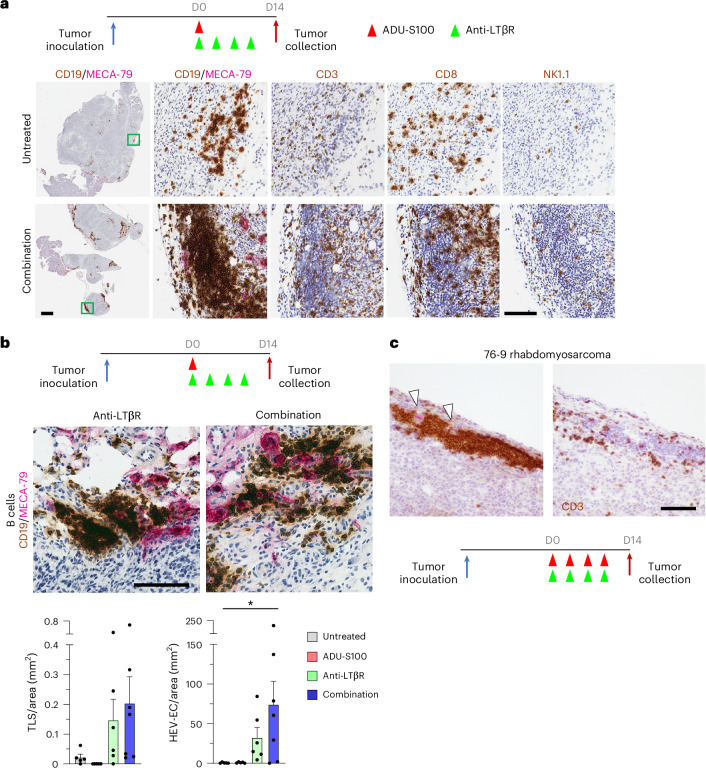
Drug induction of TLS and HEVs in orthotopic tumors. **a**, TLS formation in orthotopic KPC tumors in the pancreas. B cells (CD19), T cells (CD3), cytotoxic T cells (CD8) and NK cells (NK1.1) were stained along with HEVs (MECA-79) in serial sections of orthotopic pancreatic tumors 14 days after the start of combination therapy. The areas indicated by the squares in the first images to the far left are shown in high magnification in the images to the right. Representative images of 3–4 tumors are shown. Scale bars, 1 mm (left) and 100 μm (high-magnification images). **b**, TLS (brown) and HEVs (magenta) formed in orthotopic Py230 mouse mammary tumors upon agonist treatment. Representative images of 6–7 tumors are shown. Graphs show the TLS and HEV-EC densities in tumors of different treatment groups. Stained sections were scanned for the whole tumor area, and the number of TLS and HEVs were quantified per tumor area (mm^2^) by Halo image analyses. *N* = 5–7 tumors from 2 independent experiments representing biological replicates. Data are presented as the mean ± s.e.m. and analyzed using one-way ANOVA with Tukey’s test for statistical significance. *P < 0.05. Scale bar, 100 μm. **c**, Left: TLS formation (brown, CD19) in orthotopic 76-9 rhabdomyosarcoma in the calf muscle. Arrowheads, HEVs (magenta, MECA-79). Right: CD3 staining of a consecutive section. Combination therapy was given four times as indicated. Representative images of ten treated tumors are shown. Scale bar, 100 μm.

We next analyzed how tumors respond to the STING agonist treatment. KPC tumors were collected at different time points after agonist treatment, and STING signaling was analyzed by western blot. Intratumoral ADU-S100 induced IRF3 phosphorylation and IFNβ expression within 4 h, indicating the rapid activation of the STING pathway in the tumor microenvironment (Extended Data Fig. 4a). Immunofluorescence of tumor sections confirmed IFNβ induction in macrophages, endothelial cells and possibly other cell types 4 h after ADU-S100 monotherapy or combination therapy (Extended Data Fig. 4b). We also analyzed STING signaling activation by ADU-S100 in different cell types in vitro. The phosphorylation of IRF3 in cultured KPC cells and endothelial cells was analyzed by western blot (Extended Data Fig. 4c). Leukocytes from peripheral blood or peritoneum of normal mice were analyzed by flow cytometry (Extended Data Fig. 4d). The results of these studies suggest that multiple cell types, including tumor cells, endothelial cells, T cells and macrophages/monocytes, could respond to intratumoral ADU-S100 and collectively contribute to the STING-induced immune responses.

### Neoadjuvant combination therapy inhibits tumor growth and recurrence

The growth of different types of tumors was monitored for 2 weeks from the day of treatment (day 0). The LTβR monotherapy had little or no significant effect, and only a moderate effect of STING monotherapy was observed in the KPC tumors and Py230 mammary tumors at this dose (2 μg intratumoral; Fig. 3a). In comparison, the combination therapy reduced KPC tumor burden by more than 50% and significantly delayed Py230 and 76-9 tumor growth (Fig. 3a). The combination therapy showed no therapeutic benefit in T cell-deficient nude mice (Fig. 3b) suggesting that T cells play an essential role in the immediate-early tumor inhibition by this therapy. The lack of effect in nude mice also indicates that the agonist treatment has little or no direct inhibitory effect on tumor growth. The depletion of CD8^+^ T cells or simultaneous depletion of CD4^+^ T and CD8^+^ T cells resulted in exaggerated tumor growth in both combination therapy-treated and untreated mice, and combination therapy had no tumor suppression effect, demonstrating the importance of CD8^+^ T cells (Fig. 3c). On the other hand, the depletion of CD4^+^ T cells inhibited tumor growth in untreated mice after day 7 (Fig. 3c). This inhibition is likely due to the depletion of CD4^+^ regulatory T cells and resulting potentiation of CD8^+^ T cells^36^, as all CD4^+^ T cells were depleted in this procedure (Extended Data Fig. 3b). In comparison with these mice, the CD4^+^ T cell-depleted, combination therapy-treated mice did not show additional tumor suppression from day 7 (Fig. 3c), which may be related to the inability of CD4^+^ T cell-depleted mice to develop TLS. Therefore, we tested the combination therapy in B cell-deficient CD79a knockout mice to assess the contribution of TLS-B cells. In these mice, combination therapy was unable to continue to reduce tumor burden after day 6, indicating a partial loss of the therapeutic effect (Fig. 3d). These results demonstrated that the initial tumor inhibition is mainly mediated by CD8^+^ T cells, with a delayed and moderate contribution of B cells starting in the second week.

**Fig. 3:**
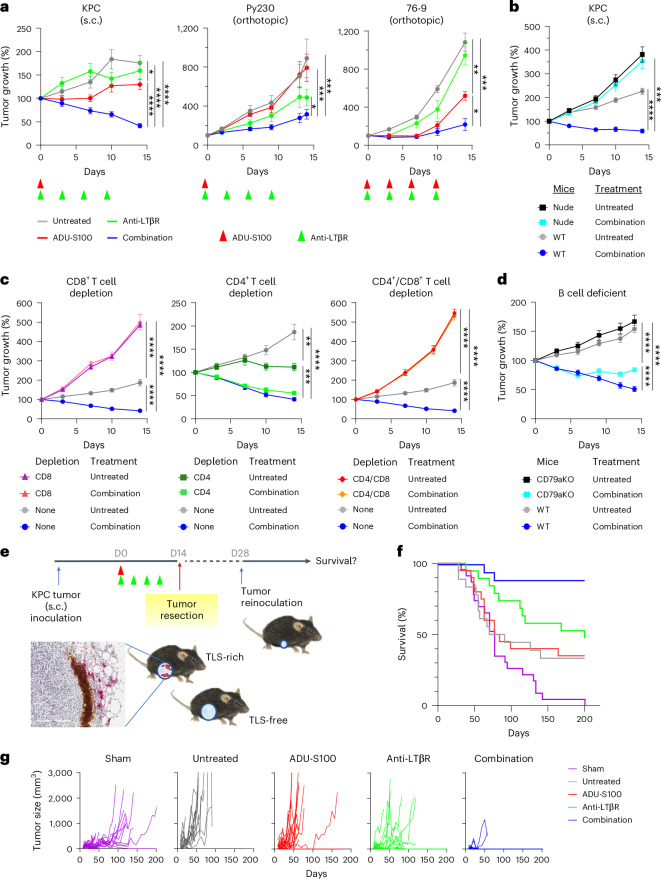
Therapeutic effects of neoadjuvant agonist combination on tumor growth and survival. **a**, Mice bearing different tumor types were treated with STING agonist ADU-S100 (2 μg intratumoral) and/or anti-LTβR agonistic antibody (100 μg, i.p.) as indicated (arrowheads), and the tumor growth curves were monitored until surgical resection. s.c., subcutaneous. *N* = 22–28 (KPC), *N* = 11–18 (Py230), *N* = 5 (76-9) tumors from 2 independent experiments combined, representing biological replicates. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **b**, Subcutaneous KPC tumor growth in wild-type (WT) or T cell-deficient nude mice treated or untreated with combination therapy. *N* = 10 or 12. **c**, CD4^+^ T cells and/or CD8^+^ T cells are depleted in combination therapy-treated and untreated mice by i.p. injection of depletion antibodies one or two days before KPC tumor inoculation (s.c.) as described in Extended Data Fig. 3a. Isotype IgG was injected to the no-depletion control group. Tumor growth was monitored for 14 days. *N* = 10. **d**, Subcutaneous KPC tumor growth in WT or B cell-deficient CD79a knockout mice treated or untreated with combination therapy. *N* = 20. **e**, Treatment schedule of neoadjuvant agonist therapies for s.c. KPC tumors and tumor resection followed by tumor reinoculation. The primary tumors were either TLS-rich or TLS-free at the time of the resection, depending on the neoadjuvant treatment options. **f**, Survival curves after tumor reinoculation. Sham control mice had no primary tumors but received tumor inoculation for the first time 2 weeks after sham surgery. *N* = 18–23. **g**, Growth curves of reinoculated tumors. For **a**–**g**, the results of two or more independent experiments were combined and presented in the graphs. Data in **a**–**d** are presented as the mean ± s.e.m. and analyzed using two-way ANOVA with Tukey’s test for statistical significance. All replicates represent biological replicates. Source data

The role of B cells in TLS is thought to be the local development of humoral immunity involving antibody productions and differentiation of memory B cells; hence, contributions of TLS-B cells cannot be fully examined in a short-term, 2-week tumor study. To investigate the importance of TLS and humoral immunity, we used a tumor recurrence model. In this model, we surgically resected the subcutaneous KPC tumors and sentinel lymph nodes after monotherapy or combination therapy on day 14 and reinoculated KPC cells subcutaneously 2–3 weeks later to mimic tumor relapses (Fig. 3e). Remarkably, mice that received the neoadjuvant agonist combination before the tumor resection, which all developed TLS, showed excellent long-term survival with complete disappearance of the tumors (Fig. 3f,g). The reinoculated tumor cells initially grew in the host mice as small papules at the injection sites for several days but then regressed and eventually disappeared, except for a few cases, demonstrating that these animals became resistant to KPC tumors. Mice that received neoadjuvant LTβR monotherapy, which also developed TLS, acquired tumor resistance but of lesser duration (Fig. 3f,g). The neoadjuvant STING monotherapy had little survival benefit, and the reinoculated tumors grew rapidly in most mice, similarly to the untreated control.

### Accumulation of activated B cells in tumors

To explore the mechanism by which this neoadjuvant therapy confers resistance to future tumor development, we further examined tumor-infiltrating lymphocytes and TLS in the primary tumors on the day of tumor resection. Our flow cytometry analysis showed that tumors of the combination therapy group had a significant increase in B cells, consistent with the presence of TLS in these tumors (Fig. 4a and Extended Data Fig. 5a–c). B cells were prominent (average 27% of infiltrating lymphocytes) in tumors treated with the STING–LTβR combination therapy (Fig. 4a). Mice treated with LTβR monotherapy also showed an increase in B cells. The analyses of early and late activation markers, CD69 and CD44, indicated that activated B cells were substantially increased in tumors after combination therapy but not LTβR monotherapy (Fig. 4a and Extended Data Fig. 5c). In addition, a significant increase in CD73^+^PD-L2^+^CD19^+^ memory B cells was observed in tumors after combination therapy but not LTβR monotherapy (Fig. 4a and Extended Data Fig. 5c). Immunofluorescence of tumor sections confirmed that most B cells in TLS were activated in the combination therapy group (Fig. 4b). In contrast, the fractions of total and activated B cells were not significantly different between the tumor-draining lymph nodes of three therapy groups (Fig. 4a). There was a trend toward an increase in the B cell counts in lymph nodes upon LTβR monotherapy or combination therapy, reflecting a trend toward an increase in total lymphocyte counts in these lymph nodes (Extended Data Fig. 5d). This observation suggests that agonist treatments also influence lymph node responses to tumors. However, CD69, CD73 or Ki-67 staining of CD19^+^ B cell follicles did not indicate increased germinal center formation or activity in the lymph nodes upon combination therapy compared with other groups of tumor-bearing mice (Fig. 5).

**Fig. 4:**
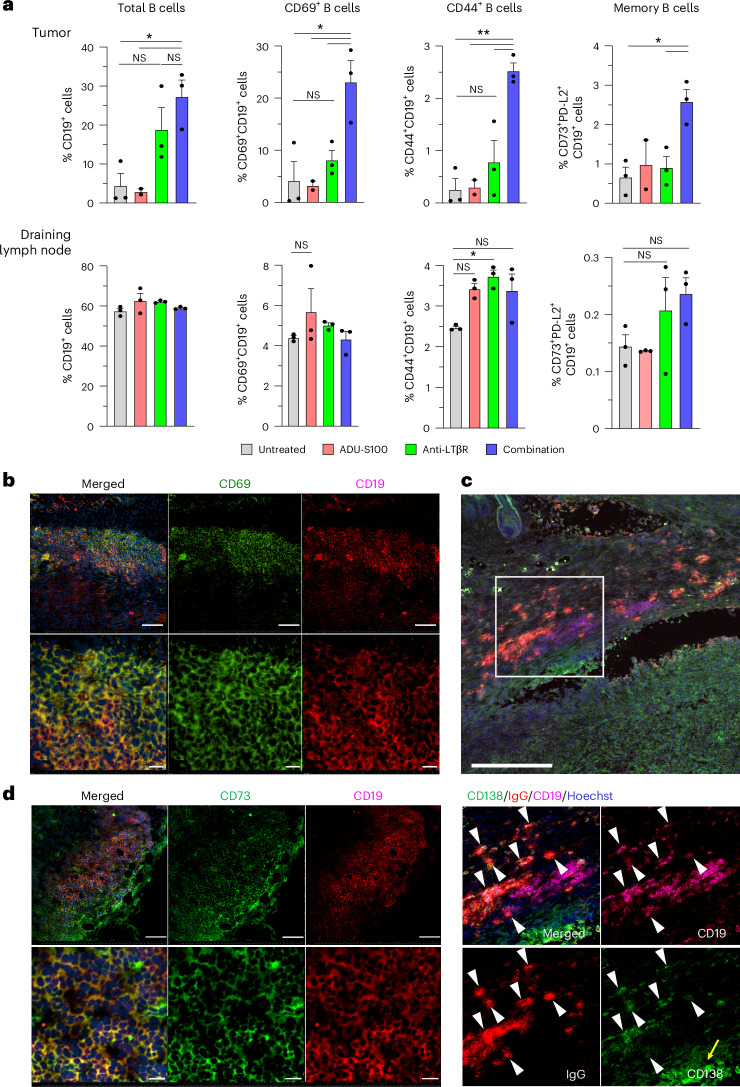
Drug-induced TLS harbor antigen-primed class-switched plasma and memory B cells. **a**, Upper bar charts: the abundance of B cells in primary KPC tumors on the day of tumor resection (day 14) determined by flow cytometry. Analyses of total B cells (CD19) as well as CD69 and CD44 expression were conducted to determine early and late activation states of B cells, respectively. The abundance of total and activated B cells is presented as a percentage fraction of the total gated lymphocytes. The fraction of memory B cells was determined by CD73/PD-L2/CD19 triple staining. For each data point, three tumors were pooled and dissociated to isolate lymphocytes for the FACS analysis. A total of 6–9 tumors were examined. Data are presented as the mean ± s.e.m. and analyzed using one-way ANOVA with Tukey’s test for statistical significance. *P < 0.05; **P < 0.01. Lower bar charts: similar analyses of tumor-draining lymph nodes on day 14. For each data point, six draining (inguinal) lymph nodes were pooled for FACS analysis. A total of 18 lymph nodes were examined for each group. A representative of two independent experiments is shown for each analysis. **b**, CD69 and CD19 immunofluorescence of combination therapy-treated KPC tumors showing that the majority of B cells in TLS are activated. Scale bars, 100 μm (upper images) and 20 μm (lower images). **c**, Accumulation of IgG-expressing CD138^+^ plasma cells in TLS (arrowheads). CD138 (syndecan-1) is also expressed by tumor cells (yellow arrow). The TLS area indicated by the square is shown in higher magnification in the lower images. Scale bar, 300 μm. **d**, CD73^+^CD19^+^ B cells are present in TLS. The area of CD73/CD19 doubly stained cells is shown in higher magnification in the lower images. Scale bars, 100 μm (upper images) and 20 μm (lower images). Representatives of at least three independent experiments are shown in **b**–**d**.

**Fig. 5:**
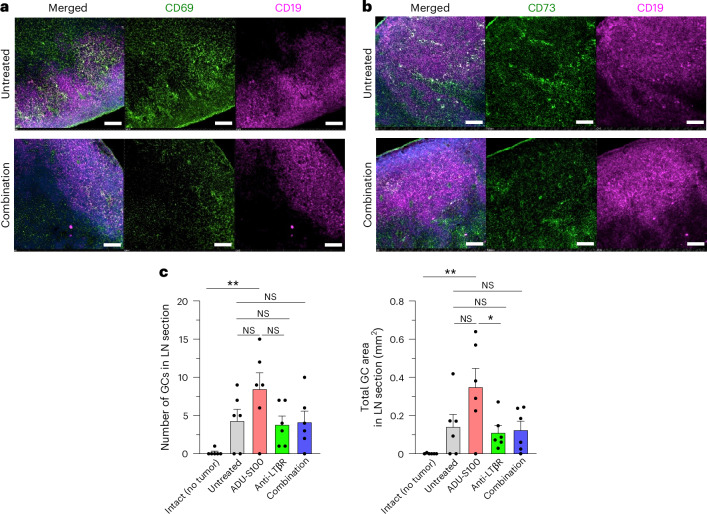
Germinal centers of tumor-draining lymph nodes. Tumor-draining lymph nodes were collected on day 14 and frozen sections examined by immunofluorescence of lymphoid follicles. **a**, Staining of lymph node follicles of combination therapy-treated and untreated control mouse groups with CD19 (magenta) and CD69 (green) antibodies to assess the activation of follicular B cells in these lymph nodes. Representative sections of six lymph nodes are shown for each group. Scale bars, 100 μm. **b**, Similarly, staining with CD19 (magenta) and CD73 (green) antibodies to detect memory B cells in the lymph node follicles of combination therapy-treated and untreated control mice. Scale bars, 100 μm. **c**, Clusters of Ki-67^+^ B cells within CD19^+^ B cell follicles were recognized as germinal centers (GCs) by immunostaining of each lymph node section. The number of GCs (left) and the total area of GCs (right) in each lymph node (LN) section are presented in the graphs. Inguinal lymph nodes of mice without tumor implantation were used for intact lymph node control. *N* = 6, *P < 0.05, **P < 0.01.

Our results suggest that one advantage of combination therapy over LTβR monotherapy is the activation and maturation of tumor-infiltrating B cells. The extensive accumulation of B cells in TLS suggests germinal center-like B cell responses. Immunofluorescence analysis of tumor sections demonstrated considerable accumulation of IgG^+^CD138^+^ B cells within TLS (Fig. 4c), indicating that these B cells were antigen primed, differentiated to antibody-producing plasma cells and have undergone immunoglobulin class switching as expected from the germinal center activities of mature TLS. The presence of CD73^+^ B cells is consistent with the development of memory B cells in these TLS (Fig. 4d). In comparison with B cells, agonist treatments did not significantly increase tumor infiltration of CD4^+^ or CD8^+^ T cells (Extended Data Fig. 6). Likewise, we did not observe significant changes in the T cell fractions in draining lymph nodes (Extended Data Fig. 7).

### Changes in tumor transcriptome upon agonist therapies

We next conducted sequencing of total tumor RNA to characterize the immune landscape of the tumors on the day of tumor resection (day 14). This analysis showed an altered tumor transcriptome in the combination therapy group compared with other groups (Fig. 6a). 

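Total RNA of individual subcutaneous KPC tumors, which grow from mouse pancreatic adenocarcinoma cells, was sequenced as bulk RNA-seq, with 8 tumors in each of 4 groups. Tumors were untreated, received 2 µg of the STING agonist ADU-S100 (a cGAMP analog) into the tumor, received 4 doses of 100 µg of the agonistic anti-LTβR antibody, or received both agents, and all were collected on day 14. The authors deposited a table of normalized counts for these 32 libraries, in which the reads estimated for each of 27525 genes are divided by 1 size factor per library. A larger table deposited by the authors holds 52 libraries normalized together, of which 20 come from another experiment and are not used at the claims. Values of the larger table are whole multiples of what 1 read is worth in each library, so whole reads were recovered from it, and 100% of its values came out whole in every library. Recovered reads per library ranged from 12762453 to 15204744 in untreated tumors (median 14831778) and from 12882570 to 15214537 in ADU-S100 tumors (median 14938421). They ranged from 13316624 to 15404418 in anti-LTβR tumors (median 15222570) and from 12803439 to 15591986 in combination tumors (median 14856162). These totals cover the genes of the larger table, which lacks 1468 genes that hold 9.63% of the normalized counts of the 32 libraries, so they lie below the full depth.
The methods name HISAT2 and StringTie for alignment and expression of the mouse tumors, and STAR within Partek Flow for the human specimens. The reporting summary names only STAR within Partek Flow for bulk RNA-seq, with a human annotation. The symbols and identifiers used here are those of the deposited table, and positions are from the GENCODE annotation of GRCm38. Groups were compared in pairs with limma's trend test on log2(normalized count + 1), so fold changes are on that scale, which understates the change of genes with low counts. Genes with low counts were removed by edgeR's filterByExpr with a count minimum of 10, and p-values were adjusted by the Benjamini-Hochberg method. As in the methods of the paper, a gene was called differentially expressed at an adjusted p-value (FDR) below 0.05 and a change of at least 2-fold. Means are given with their SD over 8 tumors. The choices most able to change a number are the filter on low counts, the fold change threshold and the libraries included.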

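Between combination and untreated tumors, 1034 of 16909 genes tested were differentially expressed, of which 873 were higher and 161 lower in combination tumors. At an FDR of 0.05 alone 3310 genes were higher and 3995 lower, against 3279 and 3212 with edgeR on recovered reads scaled by library totals. The values of the 16 tumors did not overlap between the groups for 424 of the 1034 genes, where chance gives 0.01554% of genes tested. The filter on low counts moved the count most among settings that kept both thresholds, to 1638 genes with no filter and to 649 with at least 10 counts in every library. Between anti-LTβR and untreated tumors, 173 of 16691 genes were differentially expressed, 109 higher and 64 lower. Without the filter on low counts 149 were higher and 181 lower, and at an FDR of 0.05 alone 1203 were higher and 1352 lower, against 1127 and 1120 with only the genes in both tables. No gene of 16613 tested passed between ADU-S100 and untreated tumors, where 2408 genes had an unadjusted p-value under 0.05. Tumors with the same replicate number deviated together in that comparison (mean correlation 0.186), and with the replicate number as a block 1 gene passed. Combination tumors differed from ADU-S100 tumors in 1038 of 16811 genes, 918 higher and 120 lower, against 3391 higher and 4368 lower at an FDR of 0.05 alone, or 3469 and 3394 with edgeR and library totals.
In a fit of all 32 libraries, the interaction of the 2 agents was tested in 17649 genes, and 3240 passed an FDR of 0.05, 1293 with a positive and 1947 with a negative interaction. That split differed between settings, with 1476 positive and 1399 negative among recovered reads scaled by edgeR's RLE size factors.
Among called genes whose groups did not overlap, Arntl had the smallest adjusted p-value, with 879 ± 80.5 normalized counts in untreated and 337 ± 47.9 in combination tumors (SD, n = 8 each), a log2 fold change of -1.39 (standard error 0.0830, adjusted p = 1.18e-07 from limma). The others chosen by the same rule were Chmp4c, Thsd4, Lad1 and Mcpt1, which were lower by -1.15 to -3.86 on the log2 scale, and Dbp, Tef, Erg, Egfl7 and Mdga1, which were higher by 1.04 to 1.88.

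**Figure D1:**
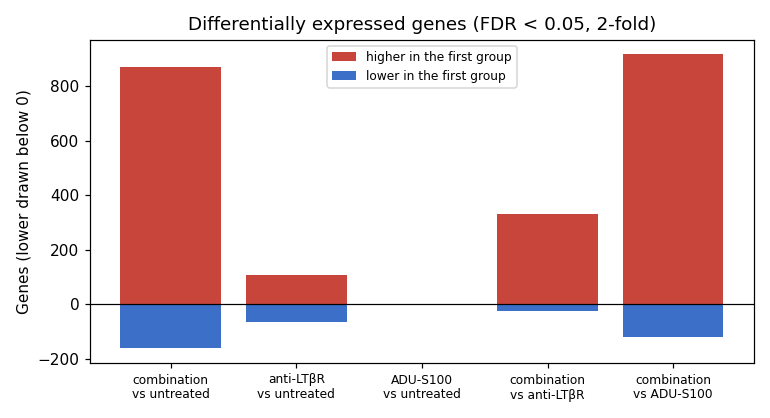
Number of differentially expressed genes (vertical axis) in each comparison of 8 against 8 tumors, with genes higher in the first-named group drawn above 0 and lower genes below 0. Combination tumors had 873 higher and 161 lower genes than untreated tumors, and no gene was called for ADU-S100 against untreated tumors.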

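Tnf (ENSMUSG00000024401), Lta (ENSMUSG00000024402) and Ltb (ENSMUSG00000024399) lie next to each other on chromosome 17 of GRCm38, with Tnf at 35199381 to 35202007. Normalized counts of Tnf were 78.0 ± 18.3 in untreated tumors, 74.4 ± 25.8 with ADU-S100, 104 ± 30.7 with anti-LTβR and 199 ± 76.5 with the combination (SD, n = 8 each). The log2 fold change of Tnf in combination against untreated tumors was 1.29 (standard error 0.215, adjusted p = 0.000214 from limma), and 7 of 8 combination tumors were above every untreated tumor. Across the 11 alternative settings that log2 fold change ranged from 1.12 with only libraries above 14000000 recovered reads to 1.37. Lta rose from 8.35 ± 4.51 to 20.6 ± 12.3 normalized counts (log2 fold change 1.21, adjusted p = 0.0177 from limma). Ltb rose from 116 ± 44.8 to 207 ± 35.7 (log2 fold change 0.90, adjusted p = 0.00148), and Ltb has no row in the larger table, so it has no test on recovered reads. Tlr7 (ENSMUSG00000044583, chromosome X, 167304929 to 167330558) rose from 134 ± 31.3 to 203 ± 22.7 (log2 fold change 0.62, adjusted p = 0.000943), with 7 of 8 combination tumors above every untreated tumor. Tnfsf14, which encodes LIGHT (ENSMUSG00000005824, chromosome 17, 57189492 to 57194177), had 45.1 ± 13.1 normalized counts in untreated and 54.3 ± 7.84 in combination tumors. This difference of 0.30 on the log2 scale (standard error 0.160, adjusted p = 0.142) is within the spread between tumors.
Over all genes the paper names for these libraries, which are 38 symbols with 39 identifiers, 34 identifiers passed an adjusted p-value of 0.05 in the direction the paper gives, and 37 changed in that direction. Adjusted over the list alone, the p-values of Tnf and Tnfsf14 were 7.39e-05 and 0.0822. Cxcr5 and Pdcd1lg2, which did not pass over all genes tested, had list-adjusted p-values of 0.0280 and 0.0315.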

Among the increased transcripts were those of inflammation/innate immunity-related genes *Tnf*, *Lta*, *Ltb*, *Light* and *Tlr7* (Fig. 6b and Extended Data Fig. 8), many of which were also predicted by our pathway analysis of clinical specimens comparing TLS-rich versus TLS-free breast adenocarcinomas. In addition, the transcripts of effector genes crucial to adaptive immunity, Fas ligand (*Fasl*) and granzyme B (*Gzmb*), as well as a key chemokine for the recruitment of circulating naive T lymphocytes, *Ccl21*, were increased (Fig. 6b). 

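Fasl (ENSMUSG00000000817, chromosome 1, 161780689 to 161788495) had 33.7 ± 11.2 normalized counts in untreated and 60.9 ± 15.6 in combination tumors (SD, n = 8 each), a log2 fold change of 0.86 (standard error 0.207, adjusted p = 0.00324 from limma). Of the 8 combination tumors, 5 were above every untreated tumor. In the anti-LTβR group (39.0 ± 8.30), tumor 5 lay far below the others at 20.7. Gzmb (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260) had 511 ± 129 in untreated, 471 ± 128 in ADU-S100, 616 ± 90.8 in anti-LTβR and 753 ± 173 in combination tumors, and the difference between combination and untreated tumors was 0.56 on the log2 scale (adjusted p = 0.00794). The larger change was in Ccl21a (ENSMUSG00000094686, chromosome 4, 42772860 to 42773993), with 425 ± 199 in untreated, 397 ± 102 in ADU-S100, 811 ± 405 in anti-LTβR and 1488 ± 347 in combination tumors. Its log2 fold change was 1.93 (standard error 0.267, adjusted p = 5.52e-05 from limma), and all 8 combination tumors were above every untreated tumor. Mouse Ccl21 genes have near-identical copies among which the counting could have split reads, so the level of Ccl21a itself is uncertain.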

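Il10 (ENSMUSG00000016529) lies on chromosome 1 of GRCm38 from 131019845 to 131024974. Its normalized counts were 36.0 ± 11.4 in untreated, 40.5 ± 10.8 in ADU-S100, 32.4 ± 9.98 in anti-LTβR and 18.6 ± 3.42 in combination tumors (SD, n = 8 each). The ratio of the combination mean to the untreated mean was 0.517, and 7 of 8 combination tumors were below every untreated tumor. On the log2 scale Il10 fell by 0.87 (standard error 0.187, adjusted p = 0.00141 from limma), and in direct comparison it was lower in combination than in anti-LTβR tumors (log2 fold change -0.71, adjusted p = 0.0195). Combination tumor 4 had the highest count of its group, 25.8, against 15.0 to 20.1 in the others.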

The immunosuppressive cytokine *Il10* was reduced to half of the level of the untreated control. There was a prominent transcriptomic signature for the immunostimulatory type 1 helper T (T_H_1) cell environment in tumors treated with combination therapy. 

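Beside the genes of the TH1 program, panels of marker genes fixed before the data were examined were scored as the mean of log2(normalized count + 1) over their genes and compared by two-sided exact permutation tests, adjusted over 24 panels. The T cell panel of 5 genes was 0.81 higher on the log2 scale in combination than in untreated tumors (adjusted exact p = 0.00311), with 5 of 8 combination tumors above every untreated tumor. Cd4 was higher by 1.16 (adjusted exact p = 0.00149) and the CD8 panel of 2 genes by 0.84 (adjusted exact p = 0.0138). The TH17 panel was also higher, by 0.84 (adjusted exact p = 0.00663). The difference of 0.52 in the TH2 panel did not pass (adjusted exact p = 0.107). These panels measure RNA per whole tumor and were not scaled to T cells, so they do not give shares of CD4+ T cells. The paper reports a smaller TH17 and a larger TH2 share of CD4+ T cells in single-cell data. It also reports no significant increase of CD4+ or CD8+ T cells in tumors, which is another measure than panel RNA. Ptprc, which encodes CD45 and stands for leukocytes as a whole, was higher by 0.59 in combination tumors (adjusted exact p = 0.000932), with all 8 above every untreated tumor.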

For instance, T_H_1-inducing transcription factor *Tbx21* (Tbet) was increased by twofold. 

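Tbx21 (ENSMUSG00000001444) lies on chromosome 11 of GRCm38 from 97098071 to 97115331. Its normalized counts were 47.9 ± 10.5 in untreated, 45.8 ± 13.7 in ADU-S100, 74.0 ± 16.7 in anti-LTβR and 98.5 ± 26.7 in combination tumors (SD, n = 8 each). The combination mean was 2.06 times the untreated mean. The log2 fold change was 1.00 (standard error 0.182, adjusted p = 0.000421 from limma), and 6 of 8 combination tumors were above every untreated tumor. Between combination and anti-LTβR tumors the difference of 0.39 did not pass (adjusted p = 0.129).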

*Il12rb2* and *Stat4* were both significantly increased (Fig. 6b), which is expected to promote T cell differentiation toward the T_H_1 phenotype by enhancing IFNγ expression^37^. Indeed, *Ifng* was significantly elevated in the combination therapy group (Fig. 6b). 

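Il12rb2 (ENSMUSG00000018341, chromosome 6, 67291318 to 67376188) had 24.4 ± 10.8 normalized counts in untreated, 25.7 ± 7.79 in ADU-S100, 44.8 ± 13.4 in anti-LTβR and 67.9 ± 22.1 in combination tumors (SD, n = 8 each). The log2 fold change in combination against untreated tumors was 1.48 (standard error 0.280, adjusted p = 0.000566 from limma). Stat4 (ENSMUSG00000062939, chromosome 1, 51987148 to 52107189) changed less, from 56.8 ± 7.51 in untreated to 86.1 ± 13.5 in combination tumors, a log2 fold change of 0.58 (standard error 0.120, adjusted p = 0.00105). Combination tumor 4, at 56.1, lay below the other 7 combination tumors, which ranged from 82.3 to 102 and were all above every untreated tumor.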

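Ifng (ENSMUSG00000055170) lies on chromosome 10 of GRCm38 from 118441046 to 118445892. Its normalized counts were 40.9 ± 17.4 in untreated, 44.2 ± 11.3 in ADU-S100, 81.6 ± 15.5 in anti-LTβR and 107 ± 44.1 in combination tumors (SD, n = 8 each). The log2 fold change in combination against untreated tumors was 1.34 (standard error 0.295, adjusted p = 0.00174 from limma), with 6 of 8 combination tumors above every untreated tumor. Combination and anti-LTβR tumors were not distinguishable (log2 fold change 0.28, adjusted p = 0.419).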

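Il21 (ENSMUSG00000027718, chromosome 3, 37222759 to 37232636) was near the limit of detection, with 1.47 ± 1.36 normalized counts in untreated, 1.73 ± 1.87 in ADU-S100, 4.43 ± 2.33 in anti-LTβR and 5.33 ± 2.83 in combination tumors (SD, n = 8 each). It did not pass the filter on low counts, so it was tested without that filter (log2 fold change 1.44, standard error 0.368, adjusted p = 0.00695 from limma) and by a two-sided exact permutation test (p = 0.00233). Il21r (ENSMUSG00000030745, chromosome 7, 125603429 to 125633570) was expressed at 287 ± 48.0 in untreated and 457 ± 79.2 in combination tumors, a log2 fold change of 0.67 (standard error 0.120, adjusted p = 0.000385), with 7 of 8 combination tumors above every untreated tumor. With anti-LTβR alone, Il21r had 366 ± 37.2 normalized counts.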

The significantly increased transcripts of IL-21 and IL-21 receptors (*Il21* and *Il21r*) suggest an active pathway that promotes T_FH_ cell differentiation and IgG production in germinal centers (Fig. 6b)^38^. These two genes were also identified in the pathway analysis of individuals with TLS-rich cancer. A follicular B cell marker *Cxcr5* (the receptor for CXCL13) and the genes necessary for B cell activation by T_FH_ cells in germinal centers (*Cd40*, *Cd40lg*) as well as the plasma cell and memory B cell markers, *Mzb1* and *Cd27*, were significantly increased and consistent with the B cell differentiation associated with the formation of functional TLS (Fig. 6 and Extended Data Fig. 8). Furthermore, B cell survival factors and their receptors important for humoral immunity (*Tnfsf13b*/BAFF, *Tnfsf13*/APRIL, *Tnfrsf17*/BCMA, *Tnfrsf13c*/BAFFR, *Tnfrsf13b*/TACI) were elevated (Extended Data Fig. 8). 

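Cxcr5 (ENSMUSG00000047880, chromosome 9, 44511787 to 44561877) had 8.18 ± 4.13 normalized counts in untreated and 16.3 ± 7.53 in combination tumors (SD, n = 8 each). The log2 fold change was 0.85 (standard error 0.348, adjusted p = 0.0578 from limma), and untreated tumor 3, at 17.3, lay above the other untreated tumors, which ranged from 4.02 to 10.0. The call depended on the setting, since the adjusted p-value was 0.0264 with edgeR on recovered reads scaled by RLE size factors and ranged from 0.0138 to 0.0953 over all alternatives. Cd40 (ENSMUSG00000017652, chromosome 2, 165055627 to 165072948) rose from 174 ± 32.5 to 304 ± 51.8, a log2 fold change of 0.80 (standard error 0.133, adjusted p = 0.000204). Cd40lg (ENSMUSG00000031132) had low counts, 0.995 ± 0.513 in untreated and 7.44 ± 2.78 in combination tumors, and was tested without the filter (log2 fold change 2.06, adjusted p = 3.61e-05). Cd40, Cd40lg and Cd27 (ENSMUSG00000030336) were higher in all 8 combination tumors than in every untreated tumor. Cd27 rose from 44.1 ± 12.7 to 89.8 ± 18.3 (log2 fold change 1.04, adjusted p = 0.000323). Mzb1 (ENSMUSG00000024353, chromosome 18, 35647267 to 35649367) varied widely between tumors, with 74.1 ± 61.9 in untreated, 42.0 ± 19.2 in ADU-S100, 221 ± 159 in anti-LTβR and 279 ± 171 in combination tumors (log2 fold change 2.03, standard error 0.533, adjusted p = 0.00569). The paper proposes that the increase in these transcripts fits the B cell differentiation that accompanies functional TLS.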

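Tnfsf13b, which encodes BAFF (ENSMUSG00000031497, chromosome 8, 10006467 to 10039072), had 132 ± 38.2 normalized counts in untreated and 216 ± 36.6 in combination tumors (SD, n = 8 each), a log2 fold change of 0.74 (standard error 0.150, adjusted p = 0.000973 from limma), although untreated tumor 2 reached 217. Tnfsf13 (ENSMUSG00000089669) rose from 98.6 ± 22.7 to 134 ± 22.4 (log2 fold change 0.45, adjusted p = 0.0164), and lost the call when only libraries above 14000000 recovered reads were used (adjusted p = 0.0574; range over alternatives 0.00413 to 0.0574). Tnfrsf13b (ENSMUSG00000010142, chromosome 11, 61126755 to 61149372) rose from 111 ± 28.5 to 190.3 ± 38.6 (log2 fold change 0.79, adjusted p = 0.000874).
The remaining receptors had low counts and did not pass the filter. Tnfrsf17 (ENSMUSG00000022496) had 4.98 ± 3.28 in untreated and 18.5 ± 10.4 in combination tumors (two-sided exact permutation test, p = 0.00218, n = 8 each). Tnfrsf13c (ENSMUSG00000068105) had 6.91 ± 2.33 and 13.9 ± 8.13 (two-sided exact permutation test, p = 0.00948), with combination tumor 7 at 32.7 above the other 7 combination tumors, which ranged from 5.53 to 13.8. The adjusted p-value of Tnfrsf13c without the filter was 0.0492, and it was 0.0540 when all 4 groups entered the fit.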

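In direct comparison, 357 of 16932 genes were differentially expressed between combination and anti-LTβR tumors, 332 higher and 25 lower in combination tumors. At an FDR of 0.05 alone 1917 were higher and 2587 lower, against 2074 and 1781 with edgeR and RLE size factors on the recovered reads. Tumors of these groups with the same replicate number deviated together (mean correlation 0.173), and with the replicate number as a block 369 genes passed. Among the 39 identifiers of the genes the paper names, 16 differed between combination and anti-LTβR tumors at an adjusted p-value of 0.05 in the direction the paper gives for that gene, and 35 changed in that direction. With the block the count was 14. With only libraries above 14000000 recovered reads, which leaves out 7 of the 32 libraries, it was 2. Among the genes that differed, Tnf was higher in combination tumors by 0.89 on the log2 scale (adjusted p = 0.00985 from limma), Ccl21a by 0.98 (adjusted p = 0.00882), Cd40 by 0.52 (adjusted p = 0.00716) and Fasl by 0.62 (adjusted p = 0.0185). Tnfsf14 was higher by 0.51 (adjusted p = 0.00822). No such difference was found for Mzb1 (log2 fold change 0.38, adjusted p = 0.612), Pdcd1 (0.10, adjusted p = 0.638) or Cd274 (0.13, adjusted p = 0.473).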

The effects of LTβR monotherapy were similar but not as robust for many genes.

**Fig. 6:**
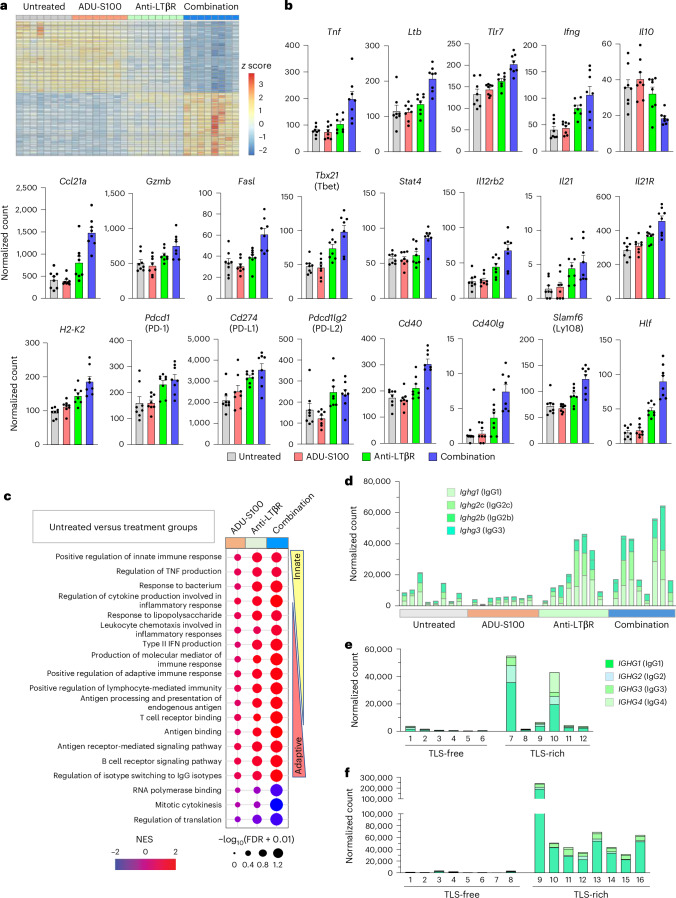
Tumors exhibit a gene expression signature of enhanced immune responses upon agonist combination therapy. Bulk RNA-seq was conducted using total RNA isolated from KPC tumors on the day of tumor resection (day 14), and the data were processed by DEseq2. **a**, Heat map showing differential gene expression between the untreated control and agonist-treated groups. **b**, Expression levels of genes related to inflammation, innate immunity and adaptive immunity in tumors of different treatment groups. One experiment. *N* = 8 tumors were examined representing biological replicates for each group. Data are presented as the mean ± s.e.m. **c**, Gene-set enrichment analysis (GSEA) was performed using the RNA-seq data. Each treatment group was compared to the control group. Normalized enrichment score (NES) for each Gene Ontology term is shown. **d**, Expression of mouse IgG heavy chain detected in tumors. Eight tumors were examined for each group. In these bulk RNA-seq analyses, individual tumors were sequenced without pooling, and the results from two independent experiments were combined. A total of eight tumors were examined per group. **e**, Expression of IgG heavy chain detected in TLS-rich and TLS-free human cancer. Pancreatic ductal adenocarcinomas were categorized into TLS-free and TLS-rich tumors, and the expression of class-switched IgG heavy chain was determined by RNA-seq of these tumors. *N* = 6 tumors from individuals with cancer were examined for each group. **f**, A similar RNA-seq analysis of IgG expression in human breast adenocarcinomas categorized into TLS-free and TLS-rich tumors. *N* = 8 individuals with cancer were examined for each group. FDR, false discovery rate.

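Within each group of the 32 libraries, replicates were compared by Pearson's correlation of log2 normalized counts over genes, which are not independent replicates. Coefficients between tumors of a group ranged from 0.935 to 0.979 in untreated, 0.926 to 0.985 in ADU-S100, 0.951 to 0.984 in anti-LTβR and 0.911 to 0.981 in combination tumors.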

These findings are consistent with the presence of T_FH_ cells and B cell activation/differentiation in TLS of these tumors as detected by immunostaining (Figs. 1 and 4) and consistent with the findings from flow cytometry (Fig. 4 and Extended Data Fig. 5). 

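Pdcd1 (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553), which encodes PD-1, had 160.2 ± 67.1 normalized counts in untreated, 160.1 ± 30.7 in ADU-S100, 232 ± 42.2 in anti-LTβR and 250.4 ± 54.3 in combination tumors (SD, n = 8 each). Its log2 fold change in combination against untreated tumors was 0.71 (standard error 0.209, adjusted p = 0.0119 from limma). The adjusted p-value was 0.0704 with only libraries above 14000000 recovered reads and ranged from 0.00192 to 0.0704 over the alternatives. Cd274 (ENSMUSG00000016496, chromosome 19, 29367455 to 29388095), which encodes PD-L1, had 2101 ± 569 in untreated, 2524 ± 797 in ADU-S100, 3190 ± 275 in anti-LTβR and 3558 ± 784 in combination tumors (log2 fold change 0.76, standard error 0.163, adjusted p = 0.00136). Pdcd1lg2 (ENSMUSG00000016498) had 165 ± 83.6 in untreated, where tumor 3 reached 353, and 237 ± 63.3 in combination tumors (log2 fold change 0.59, adjusted p = 0.0649).
The symbol H2-K2 stands for 2 identifiers in the deposited table. ENSMUSG00000121503, annotated as a long noncoding RNA, had 94.8 ± 14.5 in untreated, 113 ± 17.2 in ADU-S100, 144 ± 25.4 in anti-LTβR and 187 ± 41.3 in combination tumors, a log2 fold change of 0.96 (standard error 0.133, adjusted p = 5.64e-05), with all 8 combination tumors above every untreated tumor. ENSMUSG00000067203, annotated as a transcribed pseudogene (chromosome 17, 33974659 to 33978827), had 10.7 ± 6.98 in untreated and 13.5 ± 11.6 in combination tumors, and its log2 fold change of -0.25 (standard error 0.875, adjusted p = 0.838) was positive on recovered reads, at 0.35 with RLE size factors. Genes of the major histocompatibility complex class I family share sequence, so the counts of both identifiers are uncertain.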

There were also increased transcripts of immune checkpoint molecules PD-1 and PD-L1 as well as H2-K2 (major histocompatibility complex class I; Fig. 6b), consistent with an immune responsive tumor microenvironment created by the combination drug treatment. A gene-set enrichment analysis indicated enhanced inflammatory/innate immune responses as well as adaptive immunity and cytotoxicity by combination therapy (Fig. 6c).

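Gene sets were tested here with 17 Reactome sets, since the Gene Ontology sets of Fig. 6c were not used here, by a preranked enrichment test (fgsea) on limma's statistic with adjustment over the 17 sets. In combination against untreated tumors, 14248 genes were ranked and 14 sets passed an adjusted p-value of 0.05. The normalized enrichment score was 2.23 for interferon gamma signaling (78 genes, adjusted p = 2.04e-06), 2.25 for interactions between lymphoid and non-lymphoid cells (53 genes, adjusted p = 7.51e-06), 2.08 for PD-1 signaling (16 genes, adjusted p = 0.000521) and 1.98 for T cell receptor signaling (51 genes, adjusted p = 0.000206). It was 1.94 for cytokine signaling (223 genes, adjusted p = 8.74e-07), 1.54 for the adaptive immune system (367 genes, adjusted p = 0.000355) and 1.38 for the innate immune system (460 genes, adjusted p = 0.00391). Translation had the lowest score, -3.04 (144 genes, adjusted p = 2.05e-24). B cell receptor signaling, TNF signaling and class II antigen presentation did not pass, with adjusted p-values of 0.732, 0.335 and 0.630. With genes ranked by log2 fold change the innate immune system did not pass (adjusted p = 0.423) and TNF signaling did (adjusted p = 0.0419).
The same test gave 13 sets for anti-LTβR and 7 for ADU-S100 against untreated tumors, the latter 5 with the replicate number as a block. With anti-LTβR alone the scores were 2.80 for interferon gamma signaling, 2.51 for cytokine signaling, 2.36 for PD-1 signaling, 2.31 for interactions between lymphoid and non-lymphoid cells, 2.18 for T cell receptor signaling, 1.71 for the adaptive and 1.51 for the innate immune system. Translation scored -3.47 with anti-LTβR and -3.76 with ADU-S100 alone. The difference in scores between treatments was not tested. The test that allows for correlation between genes (camera) moved the result most, to 0 sets in each comparison. In the authors' deposited table of 16162 Gene Ontology terms, 13 of 19 terms of Fig. 6c have an FDR below 0.05 for the combination. For anti-LTβR 0 of 19 do, where the smallest FDR of those terms is 0.221. In each of these comparisons 16 of the 19 scores are positive. Some scores are close, as for T cell receptor binding (2.07 and 2.02, FDR 0.0344 and 0.712), and others differ more, as for mitotic cytokinesis (-2.08 and -0.932). The counts of terms below the threshold therefore do not show that these terms respond to the combination alone. That deposited table lists 271 terms below an FDR of 0.05 for the combination, 43 with positive and 228 with negative scores. Its B cell receptor signaling pathway term has a score of 1.99 and an FDR of 0.0488 for the combination, whereas the Reactome set did not pass.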

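Normalized counts of Ighg1, Ighg2b, Ighg2c and Ighg3, the IgG heavy chain constant region genes on chromosome 12 of GRCm38, were summed per tumor. The sum was 7522 ± 5491 in untreated, 4187 ± 1419 in ADU-S100, 18936 ± 13489 in anti-LTβR and 27862 ± 17839 in combination tumors (SD, n = 8 each), and these genes share sequence, so the sum is less uncertain than any of its parts. On the log2 scale the sum was 1.94 higher in combination than in untreated tumors (two-sided exact permutation test, p = 0.00559, adjusted p = 0.0140 over 5 comparisons). In anti-LTβR against untreated tumors the difference of 1.28 did not pass (exact p = 0.0563, adjusted p = 0.0938). Of the 4 genes, only Ighg3 passed in that comparison (log2 fold change 2.17, standard error 0.610, adjusted p = 0.0268 from limma), with 4 of 8 anti-LTβR tumors above every untreated tumor and tumor 7 far above the others at 5792. The other 3 genes were higher without passing, with adjusted p-values from 0.142 to 0.219. Combination and anti-LTβR tumors did not differ beyond the spread between tumors (0.66, exact p = 0.277, adjusted p = 0.277), and with tumors paired by replicate number, which correlated in this comparison, the exact p was 0.258. ADU-S100 and untreated tumors did not differ either (-0.62, exact p = 0.232, or 0.273 when paired). Between combination and ADU-S100 tumors the difference was 2.56 (exact p = 0.000155, the smallest p that 8 tumors against 8 allow). The largest log2 fold change in combination against untreated tumors was that of Ighg2c (ENSMUSG00000076612), 2.16 (standard error 0.606, adjusted p = 0.00879 from limma). Ighg3 (ENSMUSG00000076615), with the highest untreated value in tumor 3 (590.4), had an adjusted p-value of 0.0420, which was 0.0531 without the filter on low counts and ranged from 0.00251 to 0.0540 over the alternatives.

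**Figure D2:**
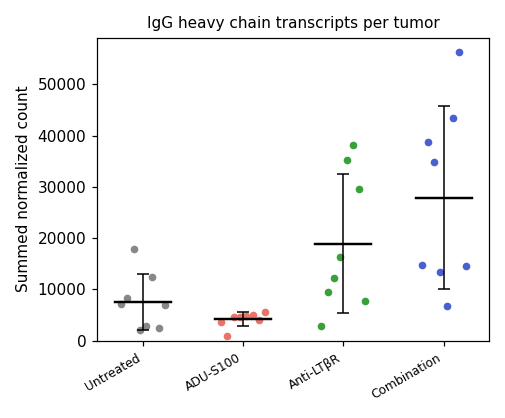
Summed normalized counts of Ighg1, Ighg2b, Ighg2c and Ighg3 (vertical axis) in each of the 8 tumors per treatment group (points), with the mean (line) and SD (error bars). Combination tumors ranged from 6793 to 56351 and untreated tumors from 2113 to 17951.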

We also found increased expression of class-switched IgG immunoglobulin heavy chains in LTβR monotherapy and combination therapy groups (Fig. 6d) reflecting the accumulation of plasma cells and antibody production in TLS (Fig. 4c). These results recapitulated the abundant expression of IgG in TLS-rich, but not in TLS-free, human pancreatic ductal carcinomas and breast adenocarcinomas (Fig. 6e,f).

### Intratumoral B cell and T cell subsets in combination therapy

The tumor immune environment was further investigated by single-cell RNA-sequencing (RNA-seq) analyses of fluorescence-activated cell sorting (FACS)-sorted tumor-infiltrating CD45^+^ leukocytes on the day of tumor resection. Uniform manifold approximation and projection of different leukocyte subsets showed that the most prominent changes induced by the agonist treatment were the substantial expansions of intratumoral B cells and neutrophils by combination therapy and STING monotherapy, respectively (Fig. 7a and Extended Data Fig. 9a). Combining LTβR agonist with STING therapy canceled the STING-induced neutrophil expansion (Fig. 7a). Further sub-clustering of the B cell population showed that all B cell subtypes, including follicular B cells, memory B cells, plasma cells and long-lived plasma cells^39^, are greatly increased by combination therapy (Fig. 7b,c and Extended Data Fig. 9b). Long-lived plasma cells are terminally differentiated mature B cells that have undergone somatic hypermutations for high-affinity antibody production, and therefore, end products of the germinal center reaction^40^. Our observations support the presence of intratumoral germinal center reactions in this treatment group. Interestingly, there were vast expansions of IgD^+^, IgM^+^ and IgG^+^ B cells, but the expansion of IgA^+^ B cells was limited, suggesting that germinal center B cells of TLS favor class switching to IgG over IgA under combination therapy (Fig. 7c). IgD expression was found exclusively in the follicular B cell population and the expression of class-switched IgG was found in memory B and plasma/long-lived plasma cells (Fig. 7c), again supporting our conclusion for the intratumoral development of mature B cells driven by the germinal center responses taking place within these tumors. The high-affinity IgG-producing long-lived plasma cells could provide long-term protection against future tumor recurrence^40^. LTβR monotherapy had similar but much lesser effects on the expansion of IgG^+^ and total B cells (Fig. 7c). STING activation alone did not expand the intratumoral B cell population or increase immunoglobulin expression, indicating that a substantial TLS formation and antibody production require activation of both STING and LTβR pathways.

**Fig. 7:**
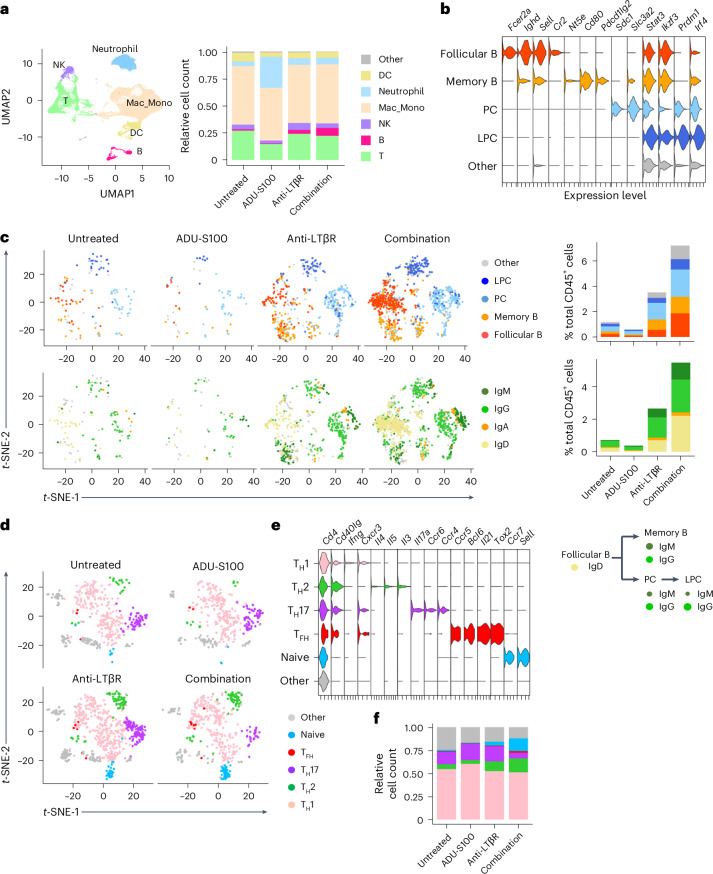
Single-cell RNA-seq analyses of tumor-infiltrating leukocytes. Tumor-infiltrating CD45^+^ cells were analyzed on day 14 by single-cell RNA-seq following FACS sorting. **a**, Left: uniform manifold approximation and projection (UMAP) of different CD45^+^ leukocyte populations was generated using sets of genes for cell-type annotations as listed in Extended Data Fig. 9. Right: relative abundance of different immune cell types is shown as the fractions of total tumor-infiltrating CD45^+^ leukocytes in indicated treatment groups. **b**, Each B cell subtype was identified by expression of indicated marker genes. PC, plasma cell; LPC, long-lived plasma cell. **c**, Upper plots: the abundance of intratumoral B cell subtypes in different treatment groups. Lower plots: the abundance of intratumoral B cell populations expressing different isotypes of immunoglobulins. **d**–**f**, Intratumoral CD4^+^ T cell subtypes (naive, T_H_1, T_H_2 and T_H_17) are shown as separate clusters in the *t-*SNE plots of different treatment groups (**d**). The identity of each T cell subtype was determined by the expression of indicated marker genes (**e**). The relative abundance of CD4^+^ T cell subtypes is shown as the fraction of total intratumoral CD4^+^ T cells in different treatment groups (**f**). DC, dendritic cell.

Unlike the prominent effects on B cell expansion, the agonist treatments did not appear to affect the abundance of total CD4^+^, CD8^+^, γδT, natural killer (NK) T or regulatory T cells in tumors (Extended Data Fig. 10a). However, an analysis of CD4^+^ T cell subsets indicated the emergence of a distinct cluster of naive CD4^+^ T cells, identified by *Ccr7* and L-selectin expression (*Cd4*^+^*Ccr7*^hi^*Sell*^hi^), after combination therapy (Fig. 7d–f). CCR7 is a chemokine receptor for CCL19 and CCL21. L-selectin binds to sulfated sialyl Lewis-X carbohydrate structure (MECA-79 epitope) expressed by HEVs to initiate adhesion and extravasation of circulating lymphocytes. The expansion of the naive CD4^+^ T cell population suggests increased recruitment of these lymphocytes from the circulation, facilitated by increased HEV formation in the tumors of this treatment group. Naive CD4^+^ T cells also increased after LTβR monotherapy but to a lesser extent (Fig. 7d–f), possibly corresponding to the formation of fewer HEVs in this group. Furthermore, we found a considerable increase in type 2 helper T (T_H_2) cells in the tumors upon LTβR or combination therapy (Fig. 7d–f). The T_H_2 cytokines expressed by this T cell subset, such as IL-4, IL-5 and IL-13 (Fig. 7e), are important for the immunoglobulin class switching in B cells^41^ and, therefore, important for the maturation of B cells in TLS. In contrast to the naive and T_H_2 populations, the T_H_17 subset of helper T cells diminished considerably by combination therapy (Fig. 7d–f) demonstrating a shift in the T_H_2/T_H_17 balance toward T_H_2 upon combination therapy, likely contributing to the development of humoral immunity in this treatment group^42^.

A subcluster analysis of CD8^+^ T cells identified a cluster of memory CD8^+^ T cells^43–46^ (Extended Data Fig. 10b,c). The relative abundance of memory CD8^+^ T cells increased in treatment groups, especially LTβR monotherapy and combination therapy groups, threefold or more compared with the untreated group (Extended Data Fig. 10b,d). Thus, increased naive CD4^+^ and memory CD8^+^ T cells and expanded T_H_2 and diminished T_H_17 populations were the characteristics of tumor-infiltrating T cells under combination therapy. Overall, the results of our genomic analyses, flow cytometry and immunostaining demonstrated that STING–LTβR combination therapy enhances the adaptive immunity to tumors.

### B cell humoral immunity is essential to neoadjuvant therapy

We showed that both LTβR monotherapy and STING–LTβR combination therapy induced TLS in primary KPC tumors; however, only combination therapy significantly increased activated B cells and memory B cells in the tumors, and combination therapy provided much stronger protection against the second tumor challenge than LTβR monotherapy. These results may reflect qualitative differences between TLS (or ‘fitness’ of TLS) of the two treatment groups and suggest the importance of TLS-driven humoral immunity enhanced by the combination therapy. Therefore, we measured antibodies in the blood of these mice with specificity for tumor cells. Blood plasma was collected from the agonist-treated or untreated mice 2 weeks after the tumor resection (Fig. 8a), diluted at a 1:50 ratio in PBS and incubated in vitro with live KPC cells. The binding of plasma IgG and IgM to the tumor cell surface was determined by flow cytometry using fluorescently labeled goat anti-mouse IgG and IgM antibodies. This study showed that the IgG-bound KPC cells were significantly increased in the combination therapy group, suggesting high-titer and/or high-affinity antitumor IgG productions by B cells of this group (Fig. 8b–d). Specific binding of IgM was undetected in this assay. Clinical studies have shown that patients with cancer exhibiting IgG-bound tumor cells have considerable therapeutic responses to immune checkpoint inhibition and prolonged progression-free survival^47^, signifying the importance of our findings. Our results suggest the presence of antibody-secreting plasma cells residing in the bone marrow of combination therapy-treated mice. Therefore, we analyzed the bone marrow 2 weeks after tumor resection (Fig. 8a). Flow cytometry analysis demonstrated marked increases in Blimp1^+^CD44^+^ cells and CD138^+^CD44^+^ cells in the combination therapy group, but not in other groups, suggesting accumulation of long-lived plasma cells in the bone marrow of these mice (Fig. 8e).

**Fig. 8:**
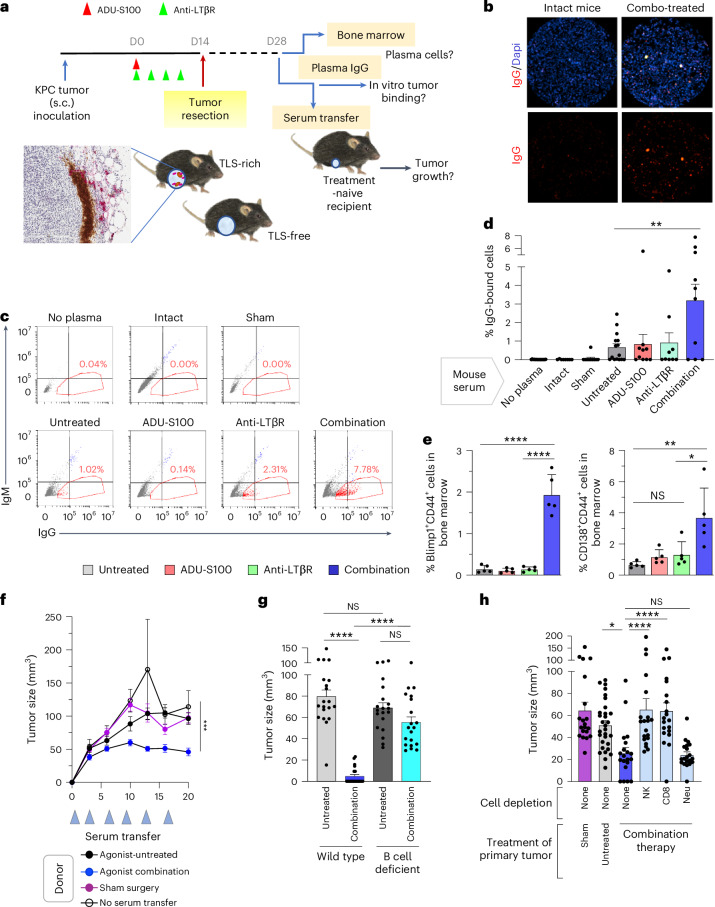
Therapeutic effects of neoadjuvant combination therapy are elicited by cellular and humoral immunity. **a**, Treatment schedule of neoadjuvant agonist therapies for s.c. KPC tumors and blood plasma collection or serum transfer to naive recipients. **b**, Blood plasma was collected 2 weeks after tumor resection, heparinized and diluted at a 1:50 ratio with PBS, and added to cultured KPC cells. The binding of plasma IgG to KPC cells was visualized by fluorescently labeled sheep anti-mouse IgG (red). Scale bar, 1 mm. **c**, Similarly, blood plasma collected from different mouse groups was incubated with KPC cells in single-cell suspension, and the binding of plasma IgG to these cells was detected by the right shift of the cell population in FACS analysis (indicated by red gating). IgM binding was undetectable compared with the sham and intact mouse (non-immune plasma) controls in this assay. **d**, Percentage fraction of IgG-bound KPC cells in total KPC cells. Plasma samples from 10–14 different mice from each group were examined for KPC cell binding. A representative result of three experiments. **P < 0.01. **e**, Bone marrow was collected from the left and right femurs and tibias of each agonist-treated or untreated mouse 2 weeks after tumor resection, and bone marrow leukocytes were analyzed by flow cytometry using Blimp1 and CD44 staining as markers for long-lived plasma cells. One experiment. *N* = 5 per group. *P < 0.05, **P < 0.01, ****P < 0.0001. **f**, Blood serum was collected from different donor mouse groups (sham surgery, agonist untreated, combination therapy treated) and transferred to naive recipient mice several times after tumor inoculation. The tumor growth in these animals was monitored for 20 days. One experiment. *N* = 20 tumors were analyzed for each serum transferred group. *N* = 10 for controls receiving no serum transfer. ***P < 0.001. **g**, Neoadjuvant treatment and tumor resection followed by tumor reinoculation were carried out in wild-type or B cell-deficient CD79a knockout mice as described in Fig. 3e. Tumor size was compared between different mouse groups on day 9 after tumor reinoculation. The results of two independent experiments were combined. *N* = 20 tumors were analyzed for each group. ****P < 0.0001. **h**, Neoadjuvant treatment and tumor resection followed by tumor reinoculation were carried out in wild-type mice as described in Fig. 3e. Starting from one day before the reinoculation of KPC tumors, anti-NK1.1, anti-CD8 or anti-Ly6G was administered (i.p.) to deplete NK cells, CD8^+^ T cells or neutrophils, respectively. Tumor size was compared between different mouse groups on day 6 after tumor reinoculation. One experiment. *N* = 20 tumors were analyzed for each group. *P < 0.05, ****P < 0.0001. Data are presented as the mean ± s.e.m. and analyzed using one-way (**d**, **e**, **g** and **h**) or two-way (**f**) ANOVA with Tukey’s test for statistical significance. All replicates represent biological replicates. Source data

A serum transfer experiment further demonstrated the importance of humoral immunity. We collected serum from mice 2 weeks after the neoadjuvant agonist combination therapy and tumor resection surgery (Fig. 8a). The serum was pooled for each group, and heat inactivation to abolish complement activity was carried out. The serum was aliquoted, and 100 μl was intraperitoneally given to treatment-naive recipient mice on the day of KPC tumor injection to these mice. These mice continued to receive serum transfer two times per week, and tumor growth was monitored. In this study, the mice receiving serum transfer from the donors that underwent tumor resection surgery without neoadjuvant therapy showed a tumor growth rate similar to that of the control mice receiving no serum transfer or serum transfer from healthy mice with sham surgery (Fig. 8f). In comparison, the mice receiving serum transfer from the donors that underwent neoadjuvant combination therapy before the surgery showed significant suppression of tumor growth, demonstrating the presence of antitumor immunity in the serum of neoadjuvant-treated mice (Fig. 8f). To further demonstrate the importance of humoral immunity, we treated B cell-deficient CD79a knockout mice with neoadjuvant combination therapy followed by the tumor rechallenge 2 weeks later. Unlike wild-type mice, these mice failed to reject the reinoculated tumors (Fig. 8g), indicating the essential role of B cells in the therapy-induced development of antitumor immunity. The combined results demonstrate the importance of B cell humoral immunity.

### Cell-mediated immunity is required for neoadjuvant therapy

We next examined the role of cell-mediated immunity in the therapeutic effect of the neoadjuvant agonists. KPC tumor-bearing mice were treated with or without neoadjuvant STING–LTβR combination therapy followed by tumor resection surgery. Two weeks later, starting from one day before reinoculation of KPC cells, these mice received intraperitoneal injection of anti-CD8, NK1.1 or Ly6G antibodies to deplete CD8^+^ T cells, NK cells or neutrophils, respectively. In this study, neoadjuvant-treated mice lost the ability to inhibit the growth of reinoculated tumors upon deletion of CD8^+^ T cells or NK cells but not neutrophils (Fig. 8h). These results demonstrate that cellular immunity by CD8^+^ T cells and NK cells is also crucial for the antitumor immunity acquired through neoadjuvant combination therapy.

## Discussion

In this study, we demonstrated that simultaneous activation of innate immune effectors, STING and LTβR, induces strong B cell-mediated and T cell-mediated immunity against tumors. The immediate-early response to this treatment was mediated mainly by CD8^+^ T cells. The delayed but prolonged response was mediated by humoral immunity of B cells, which, together with the cellular immunity of CD8^+^ T cells and NK cells, exerted a lasting antitumor effect. The initial response by CD8^+^ T cells allows adaptive immunity to promptly engage in tumor inhibition upon initiation of the treatment. On the other hand, prolonged response is important for sustained treatment benefits, providing protection against future tumor recurrence. Tumor recurrence is a common cause of cancer death in patients who received drug treatment and surgery; therefore, this mechanism has an important clinical implication.

We demonstrated that mature functional TLS with germinal center reactions can be therapeutically induced in TLS-free tumors. T_FH_ cells were found in these TLS closely interacting with B cells, and these B cells expanded and differentiated to memory and IgG-producing plasma cells in the ectopic lymphoid structures developed in tumors. LTβR activation promoted HEV and TLS formation, but an additional contribution from STING was necessary for the full responses of TLS-associated B cells and the development of strong adaptive immunity against tumors. When used as neoadjuvant therapy, the STING and LTβR agonist combination effectively immunized mice against the second tumor challenge, leading to long-term survival. STING activation may also improve the fitness of TLS developed by a treatment with LIGHT or CXCL13, the effectors of the LTβR pathway^25,28,48^. Our findings provide a foundation for drug induction of TLS for cancer immunotherapy.

TLS formation is a prominent outcome of this treatment. However, we cannot rule out the possibility that tumor-draining lymph nodes are mainly responsible for the observed immune responses against tumors. We observed a trend of a moderate increase in total lymphocyte counts in draining lymph nodes indicating that these lymph nodes are affected by the treatment. However, the fractions of activated B cells and T cells in these lymph nodes were not significantly different between the three different treatment groups, raising the question of how lymphocytes in lymph nodes contributed to the response to the combination therapy. Instead, our findings suggest that the fitness of TLS greatly influenced the development of long-term antitumor immunity. There was a robust increase in B cell activation and differentiation in TLS, but not in the draining lymph nodes, upon combination therapy compared with monotherapies, and this increase was associated with a marked accumulation of Blimp1^+^ long-lived plasma cells in the bone marrow. Furthermore, although there were no notable changes in lymph node germinal centers, we found a significant increase in the serum level of tumor cell-targeting IgG in the mice of the combination therapy group. STING or LTβR monotherapy did not produce these beneficial effects. It is known that TNF and IFNγ promote B cells to undergo immunoglobulin class switching to IgG, while TGFβ promotes class switching to IgA^39,49^. Our single-cell analysis showed that TLS-B cells favor class switching to IgG over IgA under combination therapy. This finding is consistent with the elevated TNF and IFNγ and reduced TGFβ in the tumor microenvironment created by this treatment. 

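The TGFβ genes did not all change in the same direction in the bulk RNA-seq of day 14 tumors. Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) had 5957 ± 388 normalized counts in untreated, 6212 ± 405 in ADU-S100, 5556 ± 320 in anti-LTβR and 4471 ± 477 in combination tumors (SD, n = 8 each). It fell by 0.42 on the log2 scale in combination against untreated tumors (standard error 0.0637, adjusted p = 0.000109 from limma), with all 8 combination tumors below every untreated tumor, and it has no row in the larger table. Tgfb3 (ENSMUSG00000021253, chromosome 12, 86056745 to 86079041) went from 2162 ± 511 to 1595 ± 197 (log2 fold change -0.42, standard error 0.118, adjusted p = 0.00912), with untreated tumor 3 at 3285. With only libraries above 14000000 recovered reads its adjusted p-value was 0.0557, the highest of a range from 0.00226. Tgfb2 (ENSMUSG00000039239, chromosome 1, 186622792 to 186705989), at lower counts, rose from 156 ± 17.8 to 282 ± 55.7 (log2 fold change 0.84, standard error 0.109, adjusted p = 3.57e-05), with all 8 combination tumors above every untreated tumor. In anti-LTβR tumors Tgfb2 had 192 ± 26.1 normalized counts, with tumor 3 above the others at 249.5.

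**Figure D3:**
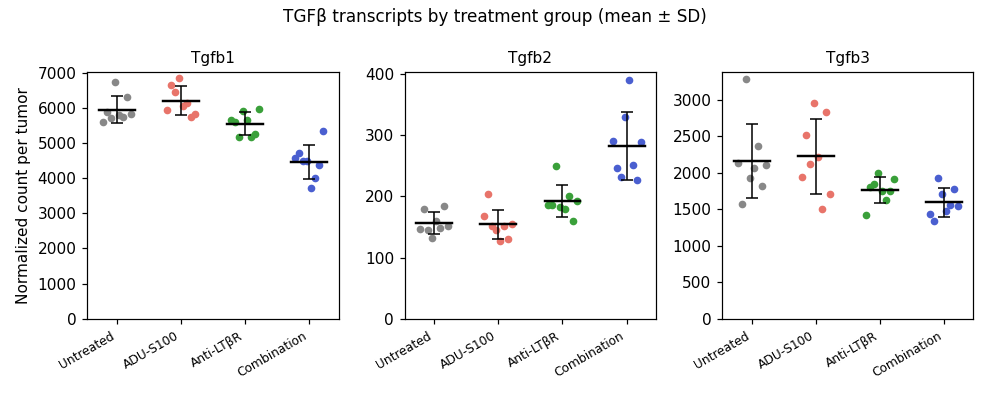
Normalized counts of Tgfb1, Tgfb2 and Tgfb3 (vertical axes) in each of the 8 tumors per treatment group (points), with the mean (line) and SD (error bars). In combination tumors Tgfb1 averaged 4471 against 5957 in untreated tumors, and Tgfb2 averaged 282 against 156.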

Overall, these findings support the idea that TLS play an important role in the antitumor immunity potentiated by neoadjuvant combination therapy. TLS spontaneously developed in human lung adenocarcinomas or mouse KPAR lung tumors produce antibodies against endogenous retrovirus envelope glycoproteins^50^. The identification of the target tumor antigens for antibodies generated by the drug-induced TLS awaits further investigation.

Our study showed that B cells and T cells are both essential for the development of TLS and HEVs. Interestingly, CD4^+^ T cells were required for the formation of TLS but dispensable for HEVs. B cells and CD8^+^ T cells were required for TLS and HEV formations. These findings suggest that T cells not only are the first responder to combination therapy directly targeting tumor cells but also act critically as the architects of the tumor immune landscape suitable for B cell infiltration and expansion, leading to the formation of mature TLS, supporting the development of humoral immunity against cancer. On the other hand, therapy-induced TLS may facilitate the development of T cell immunity, creating a feedback loop mechanism for the synergy between antitumor B cells and T cells. TLS are thought to provide hubs for T cell activation through antigen presentation and cytokine productions by B cells^6,8^. In addition, recent studies suggest that TLS create a supportive microenvironment for TCF1^+^ T cells to preserve their stem-like states, allowing the development of sustained T cell immunity against tumors^51,52^. These T cell-supporting properties of TLS may explain how neoadjuvant combination therapy produces effective cellular immunity against tumors. Likewise, tumor-associated HEVs create active entry sites and perivascular niches for TCF1^+^ stem-like T cells, which is implicated in better clinical responses and survival of patients with melanoma treated with immune checkpoint inhibition therapies^26,27^. HEVs are an integral component of the TLS-rich microenvironment, along with B cell germinal centers and T cell subsets localized within and around TLS.

Unlike other reported strategies of TLS induction, TLS induction by this method does not require viral antigens, viral infection or artificial genetic manipulations to boost immune response, thus making it feasible for clinical applications in cancer treatment. Using this approach, functional TLS can be induced without any preconditioning, in different tumor types and anatomical sites, not restricted to certain organs such as the immune environment of the lung^50,53,54^—TLS developed in adenocarcinomas and sarcomas in the pancreas, mammary gland, skeletal muscle and subcutaneous tissues using our drug treatment strategy. The long-term survival enabled by this treatment recapitulates improved survival of patients with cancer who exhibited tumor-associated TLS^5,7–10^. The high-affinity antibody-producing long-lived plasma cells and memory B cells generated in these TLS could provide lifelong protection against recurrent tumors^40^. The effective tumor immunization by this strategy is expected to improve the efficacy of immune checkpoint blockade, cancer vaccines and other cancer immunotherapies. Thus, our study suggests broad therapeutic applications in cancer. Since STING agonists are clinically available^55,56^ and humanized agonistic monoclonal antibodies to LTβR can be developed, this strategy is readily translatable to clinical use for cancer treatment.

## Methods

### Clinical cancer specimens

Informed written consent was obtained from all participants involved in the study, and all clinical investigations were conducted in line with the principles of the Declaration of Helsinki. Formalin-fixed paraffin-embedded tissue samples of pancreatic or breast cancer were collected at the National Cancer Center Hospital, Japan. The use of the cancer specimens was approved by the Institutional Review Board (protocol 2005-077). Specimens were from individuals who underwent macroscopic curative resection. None of the individuals had received any therapy before surgery. All cases of pancreatic cancer were conventional pancreatic ductal carcinomas; cases of adenocarcinomas originating in intraductal papillary mucinous neoplasms or mucinous cystic neoplasms were excluded, as were secondary tumors and post-neoadjuvant cases. Cases with autoimmune pancreatitis-associated cancers were excluded. Breast cancer specimens (stage I–III, invasive ductal adenocarcinoma) were described previously^34^.

### Mice

The procedures involving animals used in this study were approved by the Institutional Animal Care and Use Committee of Johns Hopkins University. C57BL/6NHsd mice were purchased from Inotiv (Envigo) and used at 8–10 weeks old for the study. Female mice were used for the orthotopic mammary tumor and rhabdomyosarcoma models, and male mice were used for the subcutaneous and orthotopic pancreatic tumor models. Nude mice on the C57BL/6 background (B6.Cg-*Foxn1*^*nu*^/J) were obtained from The Jackson Laboratory (strain number 000819). B cell-deficient *Cd79a*-Cre homozygous C57BL/6 mice (B6.C(Cg)-Cd79a^tm1(cre)Reth^/EhobJ) were obtained from the Jackson Laboratory (strain number 020505).

### Cell lines

The MMTV-PyMT mouse mammary tumor-derived Py230 cells were purchased from the American Type Culture Collection and cultured in F-12K medium with 5% fetal bovine serum, penicillin–streptomycin and 0.1% MITO+ serum extender. The *Kras*^*LSL.G12D/+*^*Trp53*^*LSL.R172H/+*^*Pdx1*-Cre mouse-derived pancreatic tumor KxPxCx cells (KPC) were a gift from E. Jaffee of Johns Hopkins University^35^ and cultured in RPMI 1640 medium supplemented with 10% FBS, 1% MEM non-essential amino acid solution, 1 mM sodium pyruvate and 50 U ml^−1^ penicillin–streptomycin. Mouse rhabdomyosarcoma 76-9 cells were a gift from R. Kaplan of the National Cancer Institute and cultured in RPMI 1640 medium supplemented with 10% FBS, 50 mM 2-mercaptoethanol and 50 U ml^−1^ penicillin–streptomycin.

### Mouse tumor models

KPC tumor cells were subcutaneously injected into the flanks of syngeneic male mice at 3 × 10^6^ cells. When the tumor size reached approximately 100 mm^3^ 10 days later, randomized mice received STING agonist ADU-S100 (MCE MedChemExpress) alone, anti-LTβR antibody 4H8 (Adipogen) alone, or both agonists. ADU-S100 was administered once via intratumoral injection at 2 μg per tumor (day 0), and anti-LTβR was administered intraperitoneally at 100 μg every 3–4 days, for a total of four times until day 10 (ref. ^24^). Tumors were surgically resected on day 14. For the orthotopic mammary tumor model, Py230 cells were suspended in 50% Matrigel and orthotopically injected into the mammary fat pad at 1 × 10^6^ cells per injection. Thirty-two days later, the mammary tumors reached approximately 200 mm^3^ and received the agonist treatment as described above. For the orthotopic rhabdomyosarcoma model, 76-9 cells were injected at 1 × 10^5^ cells intramuscularly to the calf muscle in the area adjacent to the tibia. The tumors reached approximately 100 mm^3^ in 7 days and received agonist treatment. For the survival study using the tumor recurrence model, mice that died due to the failure in complete tumor resection were excluded from the analyses. All other data points were included. Data collections and analyses were not performed blind to the conditions of the experiments.

### Immunostaining

KPC tumors were dissected, embedded in OCT compound and rapidly frozen in liquid nitrogen. Cryosections of 7 µm or 10 µm in thickness were obtained using a cryostat and subjected to immunostaining. First, sections were fixed with 4% formaldehyde for 10 min at 24 °C. Permeabilization was performed using 0.1% Triton X-100 in PBS for 10 min, followed by blocking with a 1% BSA–PBS solution to reduce nonspecific binding. For colorimetric immunohistochemistry, BloxAll (Vector Laboratories) was used to block endogenous peroxidase and alkaline phosphatase. After blocking, sections were washed twice with PBS and incubated with primary antibodies overnight at 4 °C, as follows: (1) B cell and T cell markers: rat anti-mouse CD19 Alexa 647 conjugate, clone 1D3, BD Pharmingen, 557684; rat anti-mouse CD4 Alexa 488, clone GK1.5, BioLegend, 100424; (2) immune and endothelial cell markers: rat anti-mouse CD73, clone TY/11.8, BioLegend, 127202; PE-conjugated rat anti-mouse CD138 (Syndecan-1), clone 281.2, BioLegend, 142504; Armenian hamster anti-mouse CD69, clone H1.2F3, BioLegend, 104516; Rat anti-mouse F4/80 Alexa 488, clone BM8, eBioscience, 53-4801-82; rat anti-mouse interferon-β monoclonal antibody, clone RMMB-1, PBL Assay Science, 22400-1; rat anti-HEV marker monoclonal antibody Alexa 488, clone MECA-79, eBioscience, 53-6036-82; Rabbit anti-CD31, Abcam, ab28364; and (3) rabbit anti-CD23, Invitrogen, PA5-79242; goat anti-mouse IgG-Alexa 488, Invitrogen, A11001; rabbit anti-Bcl6, Abcam, ab272859 and Rabbit anti-Ki-67, GeneTex, GTX16667. The following day, sections were washed three times with PBS, and when necessary, incubated with appropriate secondary antibodies for 1 h at 24 °C. Alexa-conjugated secondary antibodies were purchased from Invitrogen. Then sections were washed three times with PBS, and nuclei were counterstained with DAPI for 10 min. Finally, sections were washed twice with PBS and mounted for imaging. Stained slides were scanned by Aperio Versa (Leica) for Halo image analyses (Indica Labs) using the Cytonuclear module. The tumor area (mm^2^) of each scanned section was used to determine the densities of TLS, HEVs and lymphocytes.

### In vivo time-course study of STING activation in KPC tumors

To assess the activation of the STING pathway in the tumor microenvironment, three time points were established: 2 h, 4 h and 48 h. Mice bearing KPC tumors were intratumorally injected with 2 µg of a STING agonist ADU-S100, with injections staggered at 10-min intervals between mice to ensure precise timing for endpoint collection. At each time point, mice were euthanized via CO_2_ exposure followed by cervical dislocation.

### Western blot analysis of tumor samples

Tumor samples were dissected and immediately snap-frozen in liquid nitrogen. The frozen tumors were thoroughly homogenized on ice in a lysis buffer containing 1× protease and 1× phosphatase inhibitors (Sigma-Aldrich), 10 nM okadaic acid and 0.5 mM phenylmethylsulfonyl fluoride, using a mechanical homogenizer to ensure complete cell lysis. To further disrupt cells and solubilize proteins, the homogenates were sonicated. The samples were then incubated at 4 °C for 1 h with gentle agitation to enhance maceration. Following incubation, the homogenates were centrifuged at 10,000*g* for 15 min at 4 °C to pellet cellular debris. The resulting supernatant was carefully transferred to clean tubes, and centrifugation was repeated twice to ensure sample purity. Protein concentrations were quantified using the bicinchoninic acid assay (Thermo Scientific). Protein extracts (25 µg per sample) were resolved by SDS–PAGE using 4–15% polyacrylamide gels (Bio-Rad) and subsequently transferred to polyvinylidene fluoride membranes (Bio-Rad). Membranes were blocked for 1 h at room temperature with a 3% BSA solution in Tris-buffered saline containing 0.1% Tween-20 (TBS-T). After blocking, the membranes were incubated overnight at 4 °C with primary antibodies diluted in 3% BSA–TBS-T. The following primary antibodies were used: phospho-IRF-3 (Ser396) (4D4G) rabbit antibody (Cell Signaling Technology); IRF3 polyclonal antibody (Invitrogen); IFNβ1 (D2J1D) rabbit antibody (Cell Signaling Technology); β-actin mouse monoclonal antibody (Sigma-Aldrich). After primary antibody incubation, membranes were washed and incubated with horseradish peroxidase-conjugated secondary antibodies for 1 h at 24 °C. Antibody binding was visualized using the Clarity Western ECL substrate (Bio-Rad). β-actin was used as the internal loading control to ensure equal protein loading. Protein bands were imaged using the ChemiDoc MP Imaging System (Bio-Rad), and densitometric analyses were performed using ImageJ software (National Institutes of Health).

### In vitro time-course study of STING activation in KPC and HUVEC cells

To evaluate the activation of the STING pathway in tumor cells (KPC) or endothelial cells (human umbilical vein endothelial cells (HUVECs)) in vitro, seven time points were established: 0, 30, 60, 90, 120, 180 and 300 min. KPC cells were cultured to confluence in 3.5-cm dishes using RPMI GlutaMAX medium (61870-036, Gibco). HUVEC cells were cultured to confluence in endothelial cell growth media (CCM027, R&D Systems). Before treatment, cells were washed twice with 1× PBS to remove residual media. Fresh medium containing either 10 μM STING agonist ADU-S100 or PBS (vehicle control) was then added to the cells. At each endpoint, cells were washed twice with 1× PBS and immediately preserved at −80 °C for subsequent analysis.

### Western blot analysis of KPC and HUVEC cells

Cells were harvested using a RIPA buffer supplemented with 0.3% SDS, 1× protease and 1× phosphatase inhibitors (Sigma-Aldrich) on ice. The cell homogenates were vortexed three times for 30 s each and sonicated twice at 10% amplitude, with 30-s intervals on ice between each sonication. Then, samples were centrifuged at 10,000*g* for 15 min at 4 °C to pellet cellular debris. The supernatant was collected, and protein concentrations were determined using the bicinchoninic acid assay. For protein analysis, 10 µg of total protein was resolved and transferred to polyvinylidene fluoride membranes, blocked and immunoblotted, and signals were detected as previously described for tumor samples. Protein bands were visualized using X-ray films (34090, Thermo Scientific). The resulting images were scanned and quantified using ImageJ. β-actin was used as the internal loading control to ensure equal protein loading.

### Flow cytometry

Tumor-infiltrating lymphocytes and lymphocytes of the draining lymph nodes were analyzed by FACS on day 14, on the day of tumor resection. Tumors were excised and cut into small fragments with sterilized scissors in 0.5–1.0 ml of RPMI containing Liberase (300 µg ml^−1^). After adding 3.0–3.5 ml more Liberase-containing RPMI, the tumor fragments underwent enzymatic digestion and mechanical dissociation using the GentleMACS Octo dissociator (protocol: hard tumor dissociation, TDK-3, 1 h at 37 °C). Following dissociation, the cell suspension was filtered using a 70-µm strainer and then washed twice with RPMI medium at 400 revolutions per minute for 5 min. For flow cytometry analysis, live leukocytes were stained with the following markers: CD19 (APC), CD44 (BV785), CD69 (AF488), CD138 (PE), CD73 (FITC), PD-L2 (BV421), CD3 (AF647), CD4 (BV421), CD8 (AF488), CD62L (APC) and Ghost Dye (V510). Stained cells were analyzed with CytoFLEX LX Flow Cytometer (Beckman Coulter). Flow cytometry data were analyzed with CytExpert Analysis Software version 2.5.0.77 (Beckman Coulter).

Analysis of STING activation in leukocytes was conducted by flow cytometry as follows: Leukocytes were isolated from the peripheral blood, peritoneum, spleen or lymph nodes of normal mice and incubated in vitro with 7.2 μg ml^−1^ STING agonist ADU-S100 (dissolved in PBS) or PBS (control) for 2 h at 37 °C. Phosphorylation of IRF3 (Ser385) in CD11b⁺ macrophages/monocytes, CD3⁺ T cells, CD19⁺ B cells and NK1.1⁺ NK cells was assessed using flow cytometry. Cells were first stained with surface markers CD11b (BV610), CD3 (PerCP-Cy5.5), CD19 (APC), NK1.1 (PE) and Ghost Dye (BV510). They were then permeabilized using the eBioscience Transcription Factor Staining Buffer Set (Thermo Fisher) before intracellular staining with α-phospho-IRF3 (FITC).

### Mouse tumor RNA-seq

Subcutaneous KPC tumors were collected 14 days after agonist treatment started and homogenized using Precellys lysing kits CK28 in Precellys Evolution Touch homogenizer with Cryolys Evolution (Bertin Technologies SAS). The total RNA was isolated from tumors using TRIzol (Thermo Fisher Scientific), and a poly(A) RNA-seq library was prepared following Illumina’s TruSeq-stranded-mRNA sample preparation protocol. RNA integrity was verified with Agilent Technologies 2100 Bioanalyzer. Poly(A) tail-containing mRNAs were purified using oligo-(dT) magnetic beads with two rounds of purification. After purification, poly(A) RNA was fragmented using divalent cation buffer at an elevated temperature. Quality-control analysis and quantification of the sequencing library were performed using Agilent Technologies 2100 Bioanalyzer High Sensitivity DNA Chip. Paired-ended sequencing was performed on Illumina’s NovaSeq 6000 sequencing system.

After the removal of the reads that contained adaptor contamination, low-quality bases and undetermined bases by Cutadapt, sequence quality was verified using FastQC. HISAT2 was used to map reads to the genome of ftp://ftp.ensembl.org/pub/release-101/fasta/mus_musculus/dna/, and StringTie was used for assembly. To estimate the expression levels of all transcripts, StringTie and ballgrwn were used. 

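DESeq2 was also run here, on the reads recovered from the larger deposited table, between pairs of groups and with the same thresholds. It called 1151 of 15722 genes between combination and untreated tumors, 992 higher and 159 lower, of which 979 were also called by limma on the normalized counts. Between anti-LTβR and untreated tumors it called 243 of 15526 genes, and between ADU-S100 and untreated tumors 12 of 15378 genes, all lower. On simulated counts in which 199 tested genes were changed, DESeq2 recovered 93.0% of them with 14.7% of its calls false, and limma recovered 90.4% of 198 with 6.28% false.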

The mRNA differential expression analysis was performed using the R package DESeq2 between two different groups (and by R package edgeR between two samples). The mRNAs with a false discovery rate below 0.05 and absolute fold change ≥ 2 were considered differentially expressed mRNAs. The heat map was generated with the top 100 genes exhibiting the most significant false discovery rate in DESeq2 analysis. *z*-scores of the normalized value were applied to the pheatmap package (version 1.0.12).

### Single-cell RNA-seq

Single-cell RNA-seq was performed in two independent mouse experiments. KPC tumors were harvested from mice on day 14. In each experiment, ten tumors were pooled for each treatment group and dissociated as described above for flow cytometry using Liberase and GentleMACS Octo dissociator. After dead/live cell staining and blocking nonspecific binding using anti-FcRII or anti-FcRIII (BioLegend) for 10 min, cells were stained with anti-CD45 for 1 h at 4 °C. Live CD45^+^ leukocytes were sorted by CytoFLEX SRT (Beckman) for single-cell library generation using 10x Chromium Next GEM Single Cell 5′ Kit v2, 4, followed by sequencing using Illumina NovaSeq (Illumina). The FASTQ files were uploaded into 10x Genomics Cloud CLI (10x Genomics) for alignment and mapping using Cell Ranger Count v7.1.0 with Mouse (mm10) as the reference. The various functions in the Seurat package (version 5.0.1) for the R statistical software (v.4.3.2; http://www.R-project.org/) were used to analyze the single-cell RNA-seq data. Cells expressing <300 genes or >5,000 genes and cells whose mitochondrial content >6% were excluded.

### RNA-seq of clinical cancer specimens

Five to ten 7-µm-thick formalin-fixed paraffin-embedded tissue sections were used for RNA isolation from each sample. RNA-seq was carried out by Azenta. For pancreatic cancer specimens, a clinical pathologist removed sentinel lymph nodes and intestinal tissues from each section by scraping under a dissection microscope using a H&E-stained serial section to guide tissue removal. PertekFlow was used for trimming, quality control, alignment by STAR (2.7.8a), annotation with hg38_ensembl_release91_v2 and differential analysis with DESeq2.

### Detection of plasma immunoglobin binding to tumor cells

Cultured KPC cells were dissociated by 0.05% Trypsin-EDTA for 3 min and neutralized with 10% FBS in PBS. Cells were stained with LIVE/DEAD Cell staining kit (Themo Fisher Scientific) for 10 min at 4 °C and washed and treated with 10% goat serum/PBS for 10 min at 4 °C. The total of 2 × 10^5^ cells were then suspended in 30 μl of 1:50 diluted mouse blood plasma collected 2 weeks after the tumor resection surgery and incubated for 1 h at 4 °C. Cells were washed with FACS buffer and incubated with 50 μl of 1:1,000 diluted goat anti-mouse IgG-Alexa 647 and anti-mouse IgM-Alexa 488 for 30 min at 4 °C. Cells were washed, fixed and washed again for flow cytometry to quantitatively determine the mouse IgM and IgG binding to the KPC cell surface.

### Serum transfer

Mouse blood serum was collected from 19 mice 2 weeks after neoadjuvant agonist therapy and tumor resection surgery. The serum was pooled, and heat inactivation to abolish complement activity was carried out at 56 °C for 10 min. The serum was aliquoted, and 100 μl was intraperitoneally given to treatment-naive recipient mice on the day of KPC tumor injection to these mice. The mice continued to receive serum transfer two times per week, and the tumor growth was monitored.

### Immune cell depletion

For T cell depletion experiments, mice were injected intraperitoneally with 200 μg of anti-mouse CD4 (clone GK1.5, BioXCell BE0003-1) and/or CD8 (clone 2.43, BioXCell BE0061) monoclonal antibodies or of isotype-matched control antibody (clone LTF-2, BioXCell, BE0090) on the indicated days. Specific depletion of CD4^+^ and/or CD8^+^ T cells was confirmed by FACS analysis of peripheral blood lymphocytes. To examine the effect of T cell depletion on primary tumor growth under combination therapy, mice were injected subcutaneously with 3.0 × 10^6^ KPC cells, and combination therapy was administered as described above (day 0). Tumor size was monitored, and tumors were harvested on day 14 for histological analysis. To determine the role of immune cells in secondary tumor rejection, NK cells, CD8^+^ T cells, or neutrophils were depleted by neutralizing antibodies in mice that underwent neoadjuvant therapy followed by tumor resection. Mice received 200 μg of anti-NK1.1 (clone PK136), anti-CD8 (clone 53-6.7) or anti-Ly6G (clone1A8) one day before reinoculation of KPC tumors and continuously received the antibody twice weekly^50^. Specific cell depletion was confirmed by FACS analyses of peripheral blood lymphocytes.

### Statistics

Data are presented as the mean ± s.e.m. One-way or two-way ANOVA was performed followed by Tukey’s post hoc test to compare mouse treatment groups, and the statistical significance was determined between pairs of individual groups. For all analyses, *P* < 0.05 was considered significant. All statistical analyses were carried out using GraphPad Prism version 10.2.3 (GraphPad Software). Data distribution was assumed to be normal, but this was not formally tested. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications^27,33^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-025-02259-8.

## Supplementary information

Reporting Summary

## Source data

Source Data Fig. 3 Statistical source data for Fig. 3a–d.

Source Data Fig. 8 Statistical source data for Fig. 8f.

Source Data Extended Data Fig. 4 Unprocessed western blots for Fig. 4a.

Source Data Extended Data Fig. 4 Unprocessed western blots for Fig. 4c.

## Data Availability

The single-cell and bulk RNA-seq data reported in this study are publicly available at the Gene Expression Omnibus (GEO) repository. Single-cell RNA-seq data are available at the GEO under accession numbers GSE275840 and GSE275876. The reviewer’s token for GSE275840 is afclomuwllohvah. The reviewer’s token for GSE275876 is yzqfgykuvdydfan. Mouse tumor RNA-seq data are available at the GEO under accession number GSE275836. The reviewer’s token for GSE275836 is cpyvgcwslbcbxsb. Human cancer RNA-seq data are available at the GEO under accession numbers GSE275766 for pancreatic cancer and GSE275955 for breast cancer. The reviewer’s token for GSE275766 is ebmzkqsixhshhif. The reviewer’s token for GSE275955 is cjgxuqaexnslzmr. Source data are provided with this paper.

# Supplementary material for: Simultaneous STING and lymphotoxin-β receptor activation induces B cell responses in tertiary lymphoid structures to potentiate antitumor immunity
**Source:** Nat Immunol. 2025 Sep 2;26(10):1766–80. doi: 10.1038/s41590-025-02259-8
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry analyses and cell sorting were done using CytoFLEX and CytoFLEX SRT (Beckman). Immunofluorescent imaging was carried out using Nikon Eclipse 90i fluorescence microscope and Nikon A1R confocal system. Stained slides were scanned by Aperio Versa (Leica) for subsequent Halo image analyses (Indica Labs). Single-cell library was generated using 10X Chromium Next GEN Single Cell 5' Kit v2, 4., followed by sequencing using Illumina NovaSeq (Illumina).                                                                                                                                                                                   |
| Data analysis   | CytExpert software (Beckman) was used for analyzing flow cytometry data. For single-cell RNAseq, the FASTQ files were uploaded into 10X Genomics Cloud CLI (10X genomics) for alignment and mapping using Cell Ranger Count v7.1.0 with Mouse (mm10) as reference. For bulk RNAseq, Pertek®Flow® was used for trimming, QC, alignment by STAR - 2.7.8a, annotation with hg38_ensembl_release91_v2, and differential analysis with DESeq2. Quantitative image analyzes were carried out using Halo software (Indica Labs) using Cytonuclear module or Nikon NIS-Elements 5.20.01 software. Statistical analyses were performed using GraphPad Prism version 10.2.3 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Single-cell RNAseq data generated in this study are publicly available at Gene Expression Omnibus (GEO) database with accession numbers GSE275840 and GSE275876, which can be viewed at: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE275840> and <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE275876>

Bulk RNAseq data are available at GEO database with accession numbers GSE275836 for mouse tumors under different conditions, GSE275766 for pancreatic cancer and GSE275955 for breast cancer with/without TLS. These data can be viewed at:

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE275836>

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE275766>

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE275955>

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\)](#), [and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender Previously archived breast cancer and pancreatic cancer tissue FFPE sections were used in this study. Breast cancer specimens were from female patients, and pancreatic cancer specimens were from both male and female patients.

Reporting on race, ethnicity, or other socially relevant groupings Neither race nor ethnicity was considered as a study criterion.

Population characteristics Previously archived cancer tissue FFPE sections were from cancer patients of age 32-71.

Recruitment Existing FFPE specimens archived at the National Cancer Center Hospital, Japan were used for the study.

Ethics oversight Institutional Review Board (IRB protocol# 2005-077) National Cancer Center Hospital, Japan

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size The number of mice used for each experiment was chosen based on our pilot experiments and previously published work by others conducting similar analyses. The chosen sample sizes were sufficient to determine statistical significance of  $P < 0.05$ .

Data exclusions For single-cell RNAseq analyses, cells expressing <300 genes or >5,000 genes and cells whose mitochondrial content > 6% were excluded. The data points of CD45-negative cells were excluded in the analysis of CD45+ sorted cells. For the analysis of human pancreatic cancer, adenocarcinomas originating in intraductal papillary mucinous neoplasms or mucinous cystic neoplasms were excluded, as were secondary tumors and post-neoadjuvant cases. Autoimmune pancreatitis associated cancers were excluded.

Replication Experiments were repeated once or more times unless indicated otherwise in figure legends. All replications were successful.

Randomization Tumor-bearing were randomized to have the initial average tumor burden to be approximately equal between groups.

Blinding Investigators were not blinded for logistical reasons: the same investigator was responsible for carrying out the study, setting up experiments, acquiring, and analyzing the data. However, a different investigator was involved in ensuring the accuracy of the results.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                      | Involved in the study                              |
|--------------------------|----------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Flow cytometry |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

#### ANTIBODIES / SOURCE / IDENTIFIER

APC anti-mouse CD19 Recombinant Antibody Biolegend 159806  
 Brilliant Violet 785 anti-mouse/human CD44 Biolegend 103059  
 Alexa Fluor 488 anti-mouse CD69 Biolegend 104516  
 PE anti-mouse CD138 (Syndecan-1) Antibody BioLegend 142504  
 FITC anti-mouse CD73 Antibody Biolegend 127220  
 Brilliant Violet 421 anti-mouse CD273( PDL2 ,B7-DC) Biolegend 107219  
 Alexa Fluor 647 anti-mouse CD3 Biolegend 100209  
 Brilliant Violet 421 anti-mouse CD4 Biolegend 100438  
 Alexa Fluor 488 anti-mouse CD8a Biolegend 100723  
 APC anti-mouse CD62L Antibody Biolegend 104412  
 Ghost Dye Violet 510 Viability Dye CYTEK SKU 13-0870-T100  
 anti-mouse IgM-Alexa488 (goat) Thermo Fisher Scientific A21042  
 anti-mouse IgG-Alexa 647 (goat) Thermo Fisher Scientific A21236  
 anti-rabbit IgG-Alexa 555 Thermo Fisher Scientific  
 anti-mouse IgG Alexa 555 Thermo Fisher Scientific A32727  
 anti-rat IgG Alexa 488 Thermo Fisher Scientific A11006  
 Purified anti-mouse/human PNA Antibody, MECA-79 Bioledgends 120802  
 anti-CD19 Antibody, Rabbit Monoclonal SB SinoBiological 50510-R014  
 anti-EPCAM Abcam ab71916  
 anti-mouse CD8 (Clone 53-6.7) Bioledgends 100724  
 anti-mouse CD23 antibody Thermo Fisher PA5-79242  
 anti-CD21 antibody Novus Biological NBP2-67605  
 Anti-EpCAM antibody (ab71916) Abcam ab71916  
 anti-mouse CD138 (Syndecan-1) Antibody Bioledgends 142502  
 anti-mouse CD4 antibody-Alexa488 Biolegend 100423  
 anti-Bcl6 antibody Abcam ab272859  
 anti-Ki67 antibody (Rabbit, clone D3B5) Cell Singaling 12202S  
 anti-CD3 antibody (SP7) rabbit monoclonal Thermo Fisher Scientific MA1-90582  
 anti-mouse CD38 (Syndecan-1) antibody Bioledgends 142502  
 anti -mouse CD19-AF647 BD Bioscience 557684  
 Alexa Fluor® 700 anti-mouse CD45 Antibody Biolegend 103127  
 FITC anti-mouse CD3e Antibody Biolegend 100306  
 Brilliant Violet 421™ anti-mouse CD4 Antibody Biolegend 100437  
 Brilliant Violet 510™ anti-mouse CD8a Antibody Biolegend 100752  
 PerCP/Cyanine5.5 anti-mouse/human CD11b Antibody Biolegend 101228  
 Brilliant Violet 785™ anti-mouse Ly-6G Antibody Biolegend 127645

### Validation

All antibodies used in this study were from commercial sources, and validation information is available at the product information page of each company's website, which can be found with the catalog No. indicated above.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

Py230 mammary tumor cell line was purchased from ATCC (#CRL-3279); the KPC mouse-derived KxPxCx pancreatic cell line was a gift from Dr. Elizabeth M. Jaffee, Johns Hopkins University; 76-9 rhabdomyosarcoma line was obtained from National Cancer Institute

### Authentication

The sex of each cell line was confirmed by PCR. Cell lines were not authenticated in house after procured from the original source. However, each cell line was maintained separately and stored in early passages to preserve cell purity.

### Mycoplasma contamination

The Py230 line was purchased free of mycoplasma contamination as certified by ATCC.

|                                                                      |                                                                                                                     |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------|
| Mycoplasma contamination                                             | The other two lines were not tested in house for mycoplasma contamination since obtaining from the original source. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | None                                                                                                                |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                   |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6NHsd mice at 8-12 weeks old were purchased from ENVIGO (Order Code: 044). Nude mice with C57BL/6 background (B6.Cg-Foxn1nu/J) were obtained from the Jackson Laboratory (Strain #:000819). |
| Wild animals            | None                                                                                                                                                                                              |
| Reporting on sex        | To match sex of tumor cells with the recipient mice, male mice were used for KxPxCx implantation, and female mice were used for Py230 or 76-9 implantation.                                       |
| Field-collected samples | N/A                                                                                                                                                                                               |
| Ethics oversight        | Institutional Animal Care and Use Committee of Johns Hopkins University (Protocol No. MO21C338)                                                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                   |
|-----------------------------|-------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.                            |
| Study protocol              | Note where the full trial protocol can be accessed OR if not available, explain why.                              |
| Data collection             | Describe the settings and locales of data collection, noting the time periods of recruitment and data collection. |
| Outcomes                    | Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.          |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                             |                                                                                                                                                                                                             |
|-------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br>May remain private before publication. | For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.                                         |
| Files in database submission                                | Provide a list of all files available in the database submission.                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )      | Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents. |

## Methodology

|                         |                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | <i>Describe the experimental replicates, specifying number, type and replicate agreement.</i>                                                                                      |
| Sequencing depth        | <i>Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.</i> |
| Antibodies              | <i>Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.</i>                                |
| Peak calling parameters | <i>Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.</i>                                   |
| Data quality            | <i>Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.</i>                                        |
| Software                | <i>Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.</i>        |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                                        | <i>For the analyses of tumor-infiltrating lymphocytes, tumors were excised and cut into smaller fragments. These fragments underwent enzymatic digestion with Liberase™ (300 µg/mL) and mechanical dissociation using the GentleMACS Octo dissociator (protocol: hard tumor dissociation, TDK-3, 1 hour at 37°C). Following dissociation, the cell suspension was filtered using a 70 µm strainer and then washed twice with RPMI medium at 400 rcf for 5 minutes. Live leukocytes were then stained with cell marker antibodies.</i> |
| Instrument                                                                                                                                                | <i>Beckman Coulter CytoFLEX LX Flow Cytometer and CytoFLEX SRT Cell Sorter</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Software                                                                                                                                                  | <i>Beckman Coulter CytExpert Analysis Software Version 2.5.0.77</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Cell population abundance                                                                                                                                 | <i>For 10X Chromium, 10 tumors were pooled for each treatment group, and a total of 1x10<sup>7</sup> cells were sorted to yield CD45+ cell population with 97-98% post-sort purity. 20,000 sorted cells were used for single-cell analysis.</i>                                                                                                                                                                                                                                                                                       |
| Gating strategy                                                                                                                                           | <i>Gating strategies are shown in supplemental data figures</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                                                                   |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | <i>Indicate task or resting state; event-related or block design.</i>                                                                                                                                                                                             |
| Design specifications           | <i>Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.</i>                                                                  |
| Behavioral performance measures | <i>State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).</i> |

## Acquisition

|                               |                                                                                                                                                                                           |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | <i>Specify: functional, structural, diffusion, perfusion.</i>                                                                                                                             |
| Field strength                | <i>Specify in Tesla</i>                                                                                                                                                                   |
| Sequence & imaging parameters | <i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i> |
| Area of acquisition           | <i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                           |

## Preprocessing

|                            |                                                                                                                                                                                                                                                |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | <i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).</i>                                                                       |
| Normalization              | <i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i> |
| Normalization template     | <i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>                             |
| Noise and artifact removal | <i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>                                                                 |
| Volume censoring           | <i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>                                                                                                                           |

## Statistical modeling & inference

|                                           |                                                                                                                                                                                                                         |
|-------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                   | <i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i> |
| Effect(s) tested                          | <i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>                                                   |
| Specify type of analysis:                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                                   |
| Statistic type for inference              | <i>Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.</i>                                                                                                                  |
| (See <a href="#">Eklund et al. 2016</a> ) |                                                                                                                                                                                                                         |
| Correction                                | <i>Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).</i>                                                                                     |

## Models & analysis

|                                               |                                                                                                                                                                                                                                  |
|-----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                           | Involved in the study                                                                                                                                                                                                            |
| <input type="checkbox"/>                      | <input type="checkbox"/> Functional and/or effective connectivity                                                                                                                                                                |
| <input type="checkbox"/>                      | <input type="checkbox"/> Graph analysis                                                                                                                                                                                          |
| <input type="checkbox"/>                      | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                                                                                                                            |
| Functional and/or effective connectivity      | <i>Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).</i>                                                                                         |
| Graph analysis                                | <i>Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).</i> |
| Multivariate modeling and predictive analysis | <i>Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.</i>                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

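Bulk RNA-seq of individual subcutaneous KPC tumors was analysed in 4 groups of 8 tumors (untreated, ADU-S100, anti-LTβR and both agents), all collected on day 14. Groups and replicate numbers are those of the sample labels, checked against the paper. The deposited data also hold 20 libraries of another experiment. For 15 of these the labels contradict each other and the paper does not settle them, so they were assigned to no condition, and 5 carry the combination in all their labels. None of the 20 enters a comparison.

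The values the authors deposited for the 32 libraries are a signal, namely reads per gene divided by 1 size factor per library, and not whole counts. The larger table the authors deposited, with 52 libraries and 27894 genes, holds a signal of the same kind, with size factors set over all its libraries. In each library its values are whole multiples of a smallest step, which is the worth of 1 read, and whole reads were recovered by dividing by that step (100% of values whole). In some libraries the step lies so close to 1 that it cannot be told from rounding. The tables share 26057 genes, 1468 are only in the table of 32 libraries and 1837 only in the larger table. The methods name HISAT2 and StringTie for the mouse tumors and STAR in Partek Flow for the human specimens. The reporting summary names only STAR in Partek Flow for bulk RNA-seq, with a human annotation. The authors' name for the table of 32 libraries includes Partek. How its reads were aligned, and which of these made the larger table, was not settled. Of 26500 genes with an identifier in the GENCODE annotation of GRCm38, 25130 have the same gene length there and 572 the same start position as in the deposited table, so the coordinates in that table are of another build and only GRCm38 positions are printed. The deposited table of the authors' gene set enrichment gives an enrichment score and a normalized enrichment score for each of 16162 Gene Ontology terms and comparison, and a p-value and FDR that the authors computed for each. Its groups are named by the letters of the sample labels, and which libraries entered it is not stated in the table. Other columns the authors deposited with it, such as the gene set size, were read as they stand. Per-sample columns left unused number 0.

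The tests planned before the data were examined assumed whole counts with edgeR. Because the unit proved to be a normalized signal, the reported results come from limma 3.58.1 (R 4.3.3, trend test) on log2(value + 1) with a pseudocount of 1, which had been planned as an alternative. Each comparison used only its own 16 libraries, and the interaction of the agents used all 32. The filter was filterByExpr of edgeR 4.0.16 with a count minimum of 10, and p-values were adjusted by the Benjamini-Hochberg method. Thresholds were an FDR of 0.05 and a fold change of 2, and an FDR of 0.05 alone for the interaction. Il21, Cd40lg, Tnfrsf17 and Tnfrsf13c failed the filter in combination against untreated tumors and were tested without it. Sums of IgG genes and 24 marker panels were compared by two-sided exact permutation tests over the 12870 splits of 16 tumors, so the smallest p is 0.000155. Gene sets were tested with fgsea 1.28.0 on 17 Reactome sets, for which 84.3% of the genes tested in combination against untreated tumors had an Entrez identifier.

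The alternatives planned were edgeR's quasi-likelihood test on recovered reads with RLE size factors or library totals, DESeq2 1.42.0 on recovered reads, no filter on low counts, at least 10 counts in every library, all 4 groups in a joint fit, the replicate number as a block, and an FDR threshold alone. For gene sets they were another ranking, another tool and camera, and for panels another pseudocount (0.5). Alternatives chosen after seeing the data were edgeR's TMM on recovered reads, a pseudocount of 0.1, only genes in both tables, and only libraries above 14000000 recovered reads, which leaves out 7 libraries. The replicate numbers come from the sample labels and belong to different mice. Whether they pair the tumors was checked by the correlation of deviations from the group means.

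On simulated counts with known changes of 1.5 on the log2 scale, limma recovered 179 of 198 changed genes that passed its filter, with 12 false calls, and edgeR 182 of 199 with 11. Recovered reads per library ran from 12762453 to 15591986. At this depth the genes with a few reads per tumor, such as Il21 and Cd40lg, are measured with a large relative counting error, most of all in untreated and ADU-S100 tumors, where they averaged under 2 normalized counts. Genes that overlap others or belong to families with near-identical members could share reads. The genes named are every gene the paper names for these libraries, the genes of the marker panels, for combination against untreated tumors the 5 genes in each direction with the smallest adjusted p-values among those whose groups do not overlap, and the 5 genes with the smallest interaction p-values. These rules were set before the data were examined. The 10 other clock genes and the 9 liver genes fall outside them and were listed after some clock and liver genes had been seen in the data. Python 3.11.15 with scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6 was used for the permutation tests and tables. Human and single-cell data of the paper are not analysed here.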

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

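The tests of the fibroblast, lymphatic endothelium and liver patterns in this part were chosen after the results were seen, and the other tests were set beforehand.

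Tumors far from the rest of their group were looked for in 256 groups of values, and 19 were found where chance gives 12.8. In the anti-LTβR group, tumor 5 had 20.7 normalized counts of Fasl against 36.8 to 47.8 in the others, tumor 6 had 46.1 of Tnfrsf17, tumor 7 had 5792 of Ighg3, tumor 3 had 249.5 of Tgfb2, and tumor 1 had a naive T cell panel score of 7.37. In the ADU-S100 group, tumor 8 had 631 of Ccl21a, tumor 3 had 0 of Tnfrsf13c, and tumor 2 had an IgG sum of 996 against 3702 to 5655. In the combination group, tumor 4 had 25.8 of Il10, 56.1 of Stat4 and a CD4 score of 7.26, and tumor 7 had 32.7 of Tnfrsf13c and 28109 of Ighg2b. In the untreated group, tumor 3 had 17.3 of Cxcr5, 353 of Pdcd1lg2, 112 of Slamf6, 590.4 of Ighg3 and 3285 of Tgfb3, and tumor 2 had 217 of Tnfsf13b. Untreated tumor 3 accounts for 5 of these values, and combination tumor 4 for 3, but genes within a tumor are not independent and the total is near what chance gives. No explanation of a particular tumor was tested.

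The fibroblast panel (Col1a1, Col3a1, Pdgfra, Dcn and Lum), which the paper does not discuss for these libraries, was 1.44 higher on the log2 scale in combination than in untreated tumors, in 8 of 8 tumors above every untreated tumor (exact permutation test, adjusted p = 0.000932). It differed by 1.36 from anti-LTβR tumors in direct comparison (adjusted exact p = 0.00373). Skin carried over with the tumor is a possible explanation, but the keratinocyte panel did not differ (exact p = 0.562). A loss of tumor epithelium that enriches all other cells alike would remove the difference relative to Ptprc, and so would the scaling of the libraries, which cancels in a ratio within each library. Relative to Ptprc the exact p was 0.00342, so neither accounts for all of the difference. A share of dermis without epidermis was not tested, so the pattern cannot be told apart from that, and more fibroblast RNA after the combination may be only a hypothesis.

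The lymphatic endothelium panel (Prox1, Lyve1, Reln, Flt4 and Mmrn1) was 1.89 higher in combination than in untreated tumors, again in 8 of 8 tumors (exact permutation test, adjusted p = 0.000932), and 0.88 higher in anti-LTβR tumors (adjusted exact p = 0.0280). Relative to Ptprc the exact p was 0.000155, the smallest p that 8 tumors against 8 allow, so neither a loss of tumor epithelium of that kind nor the scaling of the libraries accounts for all of the difference. More surrounding skin, muscle or fat is a further possible explanation, and the smallest adjusted exact p of those panels was 0.217. A difference in where the tumors were trimmed was not tested, and a growth of lymphatic vessels may be put forward only as a hypothesis.

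In the 20 libraries of the other experiment, the summed normalized counts of 9 liver genes (Alb, Apoa2, Apoh, Bhmt, Mat1a, Mup20, Pzp, Serpina1b and Ttr) had a median of 2435 and ranged from 804.6 to 12431, against 7.10 to 60.3 in the 32 libraries of the 4 groups. Bhmt was 0 in all 32 libraries. RNA from liver in those 20 libraries would make the genes rise and fall together, and Alb followed Bhmt with a Spearman's rho of 0.919 and a Pearson's r of 0.989 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give, n = 20, 1 relation tested), with r = 0.980 after the 2 most distant libraries were left out. Liver RNA therefore remains a candidate explanation, which may come from the tissue sampled or from carry-over between libraries, and these were not told apart. No biological explanation was tested.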

How the results depend on the processing

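No test in this part was chosen after its result was seen, apart from the alternatives named as added after seeing the data.

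For combination against untreated tumors, the 1034 differentially expressed genes became 1638 with no filter on low counts, 649 with at least 10 counts in every library and 7305 with an FDR of 0.05 alone (3310 higher and 3995 lower), and stayed within 1.5 times the reported count under the 9 other alternatives. Of the 1034 genes, 1001 were also called without the filter and 979 by DESeq2 on recovered reads. The same settings gave 330, 96 and 2555 genes for anti-LTβR against untreated tumors (173 reported) and 1590, 627 and 7759 for combination against ADU-S100 tumors (1038 reported). Which direction held more genes at an FDR of 0.05 alone was not stable in these 3 comparisons. With edgeR on library totals, 3279 genes were higher and 3212 lower for combination against untreated tumors, and 3469 and 3394 for combination against ADU-S100 tumors (3391 and 4368 with limma), where TMM, added after seeing the data, gave 3564 and 3352. For anti-LTβR the 1203 higher and 1352 lower genes became 1127 and 1120 with only genes in both tables and 794 and 743 with only libraries above 14000000 recovered reads, both added after seeing the data. Without the filter the 330 genes for anti-LTβR were 149 higher and 181 lower. For combination against anti-LTβR tumors (357 reported), an FDR of 0.05 alone gave 4504 genes and the use of only libraries above 14000000 recovered reads, added after seeing the data, gave 171. At an FDR of 0.05 alone, 1917 of those 4504 genes were higher, against 2074 of 3855 with edgeR and RLE size factors on recovered reads, and more genes were also higher than lower with library totals (1884 and 1849), DESeq2 (2304 and 2069), TMM (2087 and 1743) and the libraries above 14000000 recovered reads (739 and 711).

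For ADU-S100 against untreated tumors, where 0 genes passed and 2408 had an unadjusted p-value under 0.05, 1 gene passed with all 4 groups in a joint fit, 1 with the replicate block, 1 with edgeR on RLE size factors, 1 with library totals and 1 with TMM (added after seeing the data). DESeq2 called 12 genes, and the libraries above 14000000 recovered reads gave 6. The self-test, called at an FDR of 0.05 alone, had more false calls with DESeq2 (14.7%) than with limma (6.28%). Its rates do not apply directly to calls that also require a 2-fold change, such as these 12. For the interaction, 3240 genes became 1568 with only libraries above 14000000 recovered reads. Its 1293 positive and 1947 negative genes became 1476 and 1399 with RLE size factors, 1313 and 1296 with library totals, 1693 and 1588 with DESeq2 and 1433 and 1471 with TMM. The cause was not tested for any of these changes, and leaving out 7 libraries also makes the groups smaller.

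Tumors with the same replicate number are different mice. The mean correlation of their deviations was 0.0181 for combination and untreated, -0.0855 for anti-LTβR and untreated, and -0.0719 for combination and ADU-S100 tumors. With the replicate block these comparisons gave 1024, 135 and 1034 genes. The correlation was 0.0306 over all 4 groups, where the block gave 3300 interaction genes.

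In other groupings of the same tumors that part all same-numbered pairs, 1 of 100 (the real split) gave as many genes for combination against untreated, anti-LTβR against untreated, combination against anti-LTβR and combination against ADU-S100 tumors. The largest count in another split was 160, 150, 114 and 562 genes. For ADU-S100 against untreated tumors, with 0 genes, 100 of 100 splits gave as many. No split can give fewer than 0 genes, so the check decides nothing for that comparison. For the interaction, 1 of 100 relabellings (the real labels) gave as many genes, and the largest other count was 1.

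The number of named genes past an adjusted p-value of 0.05 in the paper's direction was 34 of 39 in combination against untreated tumors. It lay between 27 and 33 under the alternatives, most of which test fewer genes. The reported count takes Il21, Cd40lg, Tnfrsf17 and Tnfrsf13c from the test without the filter, and most alternatives leave out genes that fail their filter. The counts are therefore not like for like, with 33 of 39 without the filter, 31 of 35 with the replicate block and 30 of 35 with a pseudocount of 0.1. Against anti-LTβR tumors, 16 named genes passed in that direction, 14 to 16 under 10 of the alternatives and 2 with only libraries above 14000000 recovered reads. The log2 fold change of H2-K2 (ENSMUSG00000067203), reported as -0.25 (adjusted p = 0.838), became 0.346 with RLE size factors, 0.344 with library totals, 0.354 with DESeq2, 0.343 with TMM and 0.0548 with only libraries above 14000000 recovered reads, and its adjusted p-value ranged from 0.712 to 0.971. The type I IFN panel, at -0.0175, became 0.00199 with TMM, 0.00267 with RLE size factors and 0.00567 with library totals. Over single genes and panels, 496 values under alternatives included 468 with the same direction and side of the threshold, 9 weaker, 11 stronger and 8 reversed.

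The summed IgG counts kept their direction and side of the threshold in all 5 comparisons under the 4 alternatives run. Marker panels past an adjusted p-value of 0.05 numbered 13 in combination against untreated tumors under each alternative. With the replicate block, the panels past the threshold went from 2 to 0 for anti-LTβR, from 1 to 0 for ADU-S100 and from 4 to 0 for combination against anti-LTβR tumors, where the smallest p that a sign-flip test of 8 pairs can give is 0.00781. Adjusted over 24 panels, that p passes only where at least 4 panels reach it, so a loss here is not evidence that pairing weakens a panel's difference. Of 17 Reactome sets, 14, 13 and 7 passed for combination, anti-LTβR and ADU-S100 against untreated tumors. Under camera these became 0, 0 and 0, and under a ranking by log2 fold change 11, 9 and 2. Under that ranking the innate immune system set no longer passed for the combination (adjusted p = 0.423) or for anti-LTβR (adjusted p = 0.126), and TNF signaling passed for the combination (adjusted p = 0.0419). DESeq2's statistic gave 13, 13 and 7 sets. The cause was not tested.

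Depth limits the genes with low counts most. Il21, Cd40lg, Tnfrsf17 and Tnfrsf13c have too few reads for the filter, and 30 of the 39 named identifiers have a value when at least 10 counts are required in every library.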

Differences from the paper's values

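Group means read by eye from Fig. 6b were set beside the means of the deposited normalized counts in 88 comparisons, and 4 differ, all for the H2-K2 identifier ENSMUSG00000067203. Its mean was 10.7 normalized counts in untreated tumors against the paper's about 98 in Fig. 6b, read by eye, 13.9 in ADU-S100 tumors against the paper's about 120, 18.8 in anti-LTβR tumors against the paper's about 140, and 13.5 in combination tumors against the paper's about 190. Neither RLE size factors nor library totals, the alternatives set before the data were examined, closed the gap. They rescale the libraries too little to do so (untreated mean 10.6 with each), so this test could not decide the question. The other identifier with the symbol H2-K2, ENSMUSG00000121503, had means of 94.8, 113, 144 and 187 in the same order and does not differ from the values read from Fig. 6b. If the figure plots that identifier, which the paper does not state, the 4 differences are not differences from the paper. The readings were not made blind to the deposited values.

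The paper lists Light (Tnfsf14) among increased transcripts. Its log2 fold change in combination against untreated tumors was 0.30 (adjusted p = 0.142 from limma), and no alternative called it (adjusted p from 0.0849 to 0.462). Against the other treated groups Tnfsf14 was higher in combination tumors. The log2 fold change was 0.58 against ADU-S100 tumors (adjusted p = 0.000872 from limma) and 0.51 against anti-LTβR tumors (adjusted p = 0.00822). The paper calls Cxcr5 significantly increased, and limma gave an adjusted p-value of 0.0578 over all genes tested and 0.0280 over the named genes alone. Cxcr5 was called with edgeR on recovered reads (RLE size factors, 0.0264, and library totals, 0.0272), with DESeq2 (0.0210) and with all 4 groups in a joint fit (0.0289), which were set before the data were examined, and with TMM (0.0279) and only libraries above 14000000 recovered reads (0.0138), which were chosen after seeing the values. Over all alternatives the adjusted p-value ranged from 0.0138 to 0.0953. Pdcd1lg2, plotted by the paper, had an adjusted p-value of 0.0649 and was called with all 4 groups in a joint fit (0.0382) and with the replicate block (0.0130), within a range of 0.0130 to 0.134. Adjusted over the named genes alone, its p-value from limma was 0.0315.

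The paper reports increased IgG heavy chain expression under LTβR monotherapy as well as under the combination. The legend of Fig. 6d says that results of independent experiments were combined. Only the 32 libraries were tested here, and whether they are the tumors of that figure was not settled. The summed IgG counts in anti-LTβR against untreated tumors were 1.28 higher on the log2 scale with an exact permutation p of 0.0563 (adjusted p = 0.0938), and none of the 4 alternatives reached an adjusted p-value under 0.05 (range 0.0875 to 0.208). Tested gene by gene, Ighg3 passed (log2 fold change 2.17, adjusted p = 0.0268 from limma), while Ighg1, Ighg2b and Ighg2c were higher without passing (adjusted p = 0.142 to 0.219). The paper speaks of reduced TGFβ. Tgfb1 and Tgfb3 were lower in combination tumors, and Tgfb2 was higher by 0.84 on the log2 scale (adjusted p = 3.57e-05 from limma), with a log2 fold change between 0.77 and 0.87 under the 11 alternatives. For combination against untreated tumors, the authors' deposited table gives an FDR of 0.05 or more for 6 of the 19 terms of Fig. 6c. These include type II interferon production (0.0508) and response to bacterium (0.0525), and the largest is 0.248. The paper's text states no FDR threshold for gene sets, so this does not contradict a stated call.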

Other observations

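The tests of leukocyte content, IgG share, depth, missing genes and clock genes in this part were set before their results were seen, while the 10 clock genes were listed after Dbp, Tef, Hlf and Arntl had been seen.

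Among genes chosen by the rule for combination against untreated tumors, several belong to the circadian clock. Dbp had 238 ± 59.8 normalized counts in untreated, 312 ± 62.8 in ADU-S100, 625 ± 91.4 in anti-LTβR and 864 ± 176 in combination tumors (SD, n = 8 each). Tef went from 908 ± 119 to 1873 ± 256, Hlf (a gene of Fig. 6b) from 15.9 ± 8.56 to 90.1 ± 23.8, and Arntl from 879 ± 80.5 to 337 ± 47.9. A shift in clock phase between the groups would move other clock genes in set directions. All 10 other clock genes tested moved in those directions, 8 of them past an adjusted p-value of 0.05 (limma), with a mean signed log2 fold change of 0.61, at percentile 99.92 of 10000 random lists matched on mean expression. Per2 rose by 1.01 and Per3 by 0.97, each in 8 of 8 combination tumors above every untreated tumor, and Nfil3 changed by -0.57, in 8 of 8 below. Ciart (0.24, adjusted p = 0.355) and Npas2 (-0.49, adjusted p = 0.125) did not pass. This is consistent with a difference in clock phase, which may come from the hour of collection or from the treatment. The paper's text does not name the time of day of collection for each group, so these cannot be told apart, and no biological explanation was tested.

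Genes higher in combination tumors that the paper names may reflect more leukocytes per tumor. Of the 39 identifiers, 36 passed a list-adjusted exact permutation p of 0.05 in the paper's direction, and 14 still passed when each was taken relative to Ptprc. Il10, Tgfb1 and Tgfb3 are among the 14, but they were lower while Ptprc was higher, so they do not test this explanation. Of the 33 genes that passed as higher, 11 still passed relative to Ptprc, among them Tnf, Ccl21a, Tbx21, Il12rb2, Cd40lg, Mzb1 and Cd27. Passing does not show a change per leukocyte, since a shift in the mix of leukocytes would also raise a gene relative to Ptprc. The paper reports such a shift toward B cells, and the ratio cannot judge genes expressed outside leukocytes. For the genes that no longer passed, more leukocytes without a change per leukocyte remains a possible explanation. Examples are Stat4, Gzmb and Tlr7, with log2 differences relative to Ptprc of -0.00475, -0.0269 and 0.0367. Ifng was still 0.75 higher relative to Ptprc and narrowly missed the threshold (list-adjusted exact p = 0.0529), so the test does not decide for Ifng. Surrounding skin, muscle or fat had a smallest adjusted exact p of 0.217, library totals differed with an exact p of 0.875, and the share of reads in the 10 highest genes with an exact p of 0.450, so these tests give no sign that they account for the difference. Immunoglobulin genes were 55 of the 873 higher genes.

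The share of IgG among heavy chain constant region counts was 40.9% ± 9.18 in untreated, 34.8% ± 5.90 in ADU-S100, 37.5% ± 11.3 in anti-LTβR and 38.6% ± 6.90 in combination tumors (SD, n = 8 each). Between combination and untreated tumors no difference in the share was found (exact permutation p = 0.579). More B-lineage cells with no change in isotype therefore remains possible for the higher IgG sum. The test cannot show that isotype was unchanged, since the share varied widely between tumors and pools the other isotypes. The ratio of IgG to IgA, which the paper discusses, was not tested. The panel of other isotypes was higher by 1.24 (adjusted exact p = 0.0138). Among panels for ADU-S100 against untreated tumors, the Tfh and germinal center panel differed by -0.46 (adjusted exact p = 0.0261). With tumors paired by replicate number its exact sign-flip p was 0.0234 (adjusted p = 0.141), and over 24 panels even the smallest sign-flip p passes the adjustment only where at least 4 panels reach it.

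The 1468 genes missing from the larger table had a median transcript GC content of 56.5%, against 48.7% in the genes present, with a value for 99.2% of them. Their median stood at percentile 100 of 1000 random lists matched on mean expression, so a GC-dependent step in the making of that table may be a possible explanation. They include Ltb and Tgfb1, so tests on recovered reads leave these out.

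The interaction of the agents had its smallest p-values for Ptx3, Ccdc80, Enpp3, Mtap and Trp53i11. Ptx3 had 221 ± 88.9 normalized counts in untreated, 55.4 ± 19.9 in ADU-S100, 51.9 ± 12.7 in anti-LTβR and 105 ± 22.8 in combination tumors (interaction 2.94 on the log2 scale, adjusted p = 3.24e-05 from limma). Ccdc80 had 1397 ± 332, 952 ± 152, 1149 ± 203 and 2532 ± 722 (interaction 1.65, adjusted p = 9.15e-05).

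In the other experiment, the 5 combination libraries had summed IgG counts from 14290 to 106570 (median 56962). The 15 libraries of unknown condition ranged from 949.7 to 99751 (median 9338). By their description labels, which their treatment labels contradict, those described as control ranged from 949.7 to 10177. Those described as ADU-S100 ranged from 1000 to 21737, and those described as anti-LTβR from 9338 to 99751. Because the labels are not settled, these ranges were not compared by a test.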
